# The injections of mitochondrial fusion promoter M1 during proestrus disrupt the progesterone secretion and the estrous cycle in the mouse

**DOI:** 10.1038/s41598-023-29608-7

**Published:** 2023-02-10

**Authors:** Yovita Permata Budi, Meng-Chieh Hsu, Yi-Chun Lin, Yue-Jia Lee, Hsin-Yi Chiu, Chih-Hsien Chiu, Yi-Fan Jiang

**Keywords:** Physiology, Reproductive biology, Mitochondria

## Abstract

After ovulation, the mitochondrial enzyme CYP11A1 cleavage the cholesterol into pregnenolone for progesterone synthesis, suggesting that mitochondrial dynamics play a vital role in the female reproductive system. The changes in the mitochondria dynamics throughout the ovarian cycle have been reported in literature, but the correlation to its role in the ovarian cycle remains unclear. In this study, mitochondrial fusion promotor, M1, was used to study the impact of mitochondria dynamics in the female reproductive system. Our results showed that M1 treatment in mice can lead to the disruptions of estrous cycles in vagina smears. The decrease in serum LH was recorded in the animal. And the inhibitions of progesterone secretion and ovulations were observed in ovarian culture. Although no significant changes in mitochondrial networks were observed in the ovaries, significant up-regulation of mitochondrial respiratory complexes was revealed in M1 treatments through transcriptomic analysis. In contrast to the estrogen and steroid biosynthesis up-regulated in M1, the molecules of extracellular matrix, remodeling enzymes, and adhesion signalings were decreased. Collectively, our study provides novel targets to regulate the ovarian cycles through the mitochondria. However, more studies are still necessary to provide the functional connections between mitochondria and the female reproductive systems.

## Introduction

Mitochondria are dynamic organelles. In addition to continually fusing and dividing, they are recruited to specific locations within cells^1^. With their active structure, the mitochondria maintain their shape, distribution, and size by undergoing coordinated cycles of fission and fusion, referred to as mitochondrial dynamics. Fission and fusion are active processes that require many specialized proteins, including mechanical enzymes that physically alter mitochondrial membranes and adaptor proteins that regulate the interaction of these mechanical proteins with organelles^1^. The fusion increases mitochondrial volume for higher energy production, while the fission removes the dysfunctional population that contains damaged protein, membrane, or mtDNA. The dynamics thus serve as the quality and quantity control mechanism for intracellular mitochondrial populations^2^. The balanced dynamic transitions are required to ensure mitochondrial function and respond to cellular needs by adapting the network to nutrient availability and to the cell's metabolic state under physiological and pathophysiological conditions^3^.

Mitochondria could also play a critical role in female reproduction. Granulosa cells and oocyte mitochondria have been linked to oocyte quality and ovarian aging^4^. Also, there has been evidence of mitochondrial biogenesis in goats during follicular development^5^. In luteal formations, as the granulosa cells proliferate and differentiate in corpus hemorrhagicum, changes in mitochondrial structure were observed in our previous study^6^. In mice, the estrous cycle lasts 4–5 days and could be divided into proestrus, estrus, metestrus, and diestrus by the cytological examinations of vagina smears^7^. Generally, ovulation could occur in the morning of estrus, after the luteinizing hormone (LH) surge in the late afternoon of the proestrus. In contrast to the elevation of estradiol before the LH surge, an elevating progesterone level could be recorded on the evening of proestrus^8^. The impacts of mitochondrial dynamics on steroidogenic cells have been studied in various models, including Leydig cells and luteal cells^9,10^. The defects in the mitochondrial fusion protein, Mitoguardin-1/2, also show a subfertile phenotype in female mice^11^. However, more studies are still necessary to clarify the relationships between mitochondrial dynamics and ovarian cycles.

The mitochondrial fusion promoter M1 is a cell-permeable phenylhydrazone compound that restores tubular network formation in various tissues and cells, including mouse embryonic fibroblasts^12^, human iPSCs^13^, rat cardiomyocytes^14^, PC12 cells^15^, isolated mouse T cells^16^, neurons^17^, and brain tissues^18^. An increase in the mitochondrial spare respiratory capacity, oxygen consumption rate, and genes of respiratory complexes has also been reported after M1 treatments^12,14,16^. Considering the lack of understanding of the role M1 plays in ovarian cycles and the role of mitochondrial dynamics, the current study is aimed at investigating the effects of mitochondrial fusion promoter M1 on mouse ovarian functions, using the M1 fusion promoter to manipulate mitochondria. The ovarian functions after M1 treatments were checked through vagina smear and RNA sequencing in adult female mice. While the 3D mitochondrial networks were checked at ultrastructural levels, the direct impacts of M1 on the ovary were studied through ex vivo ovarian cultures.

## Results

### The impact of M1 on the estrous cycle

To test if the M1 can impact ovarian functions, the estrous cycles of 8-week-old ICR mice were monitored through daily vaginal smears. After stable cycles were observed, the mice on proestrus were treated twice a day with M1 for 10 days followed by a recovery period without injections. Observations on the changes in estrus cycles proceeded from the vaginal smear (Fig. 1a). In mice treated with M1 in the proestrus morning (9:00), the cycle disruptions were observed right at noon (12:00), when the signs of diestrous were shown in the smear (Fig. 1b). As the injections continued, the M1-induced diestrous phase was elongated but the cycles were immediately recovered after treatment was stopped (Fig. 1c).

**Figure 1:**
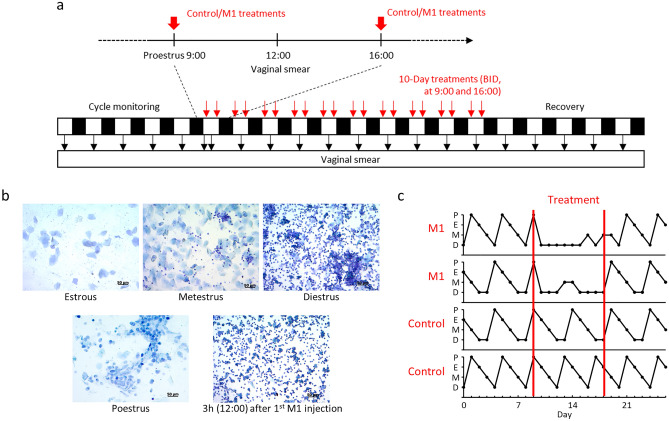
The proestrus M1 injections temporarily disrupted the mouse estrous cycle. A group of 8-week-old ICR mice estrous cycle was observed by vaginal smear for cycle monitoring. After two or more cycles were observed, the mice were treated with M1 or Control treatments (n = 4) twice a day for 10 consecutive days and the mice were then observed to recover (**a**). The figure shows the estrus cycle of the mice from before, during, and after the treatments (**b**). The estrus cycle of the mice was observed by vaginal smears and the comparison of the representative smears 3 h after the first M1 injection was shown (**c**).

### The impact of M1 treatments on the reproductive endocrine system

The endocrine level during the proestrus phase in mice is more fluctuated compared to the other phases. There are contrasting events that happen during the light and dark periods of the proestrus phase^8^. Considering the sufficient time to obtain significant changes in the transcriptome and hormone analysis within the same stage, blood samples were collected on the proestrus evening (20:00) after the second injections of the day (M1 and Control group, Fig. 2a). To demonstrate the changes in hormone concentrations, the blood samples were also collected on the morning (8:00) of proestrus (P8). By the sampling time, the serum progesterone level of the control group was higher than the P8 group (Fig. 2b) while the serum LH of the M1 group was lower than the others (Fig. 2c). Additionally, there were no significant differences between the groups in serum estradiol levels (Fig. 2d). Based on the higher variations in serum progesterone levels, the mean value was lower than the control value but did not reach statistical significance (*P* = 0.076, Fig. 2b). In this study, attempts were also made to check the serum FSH level. However, the FSH level in serum were all under the detection limit of the available ELISA system (data not shown).

**Figure 2:**
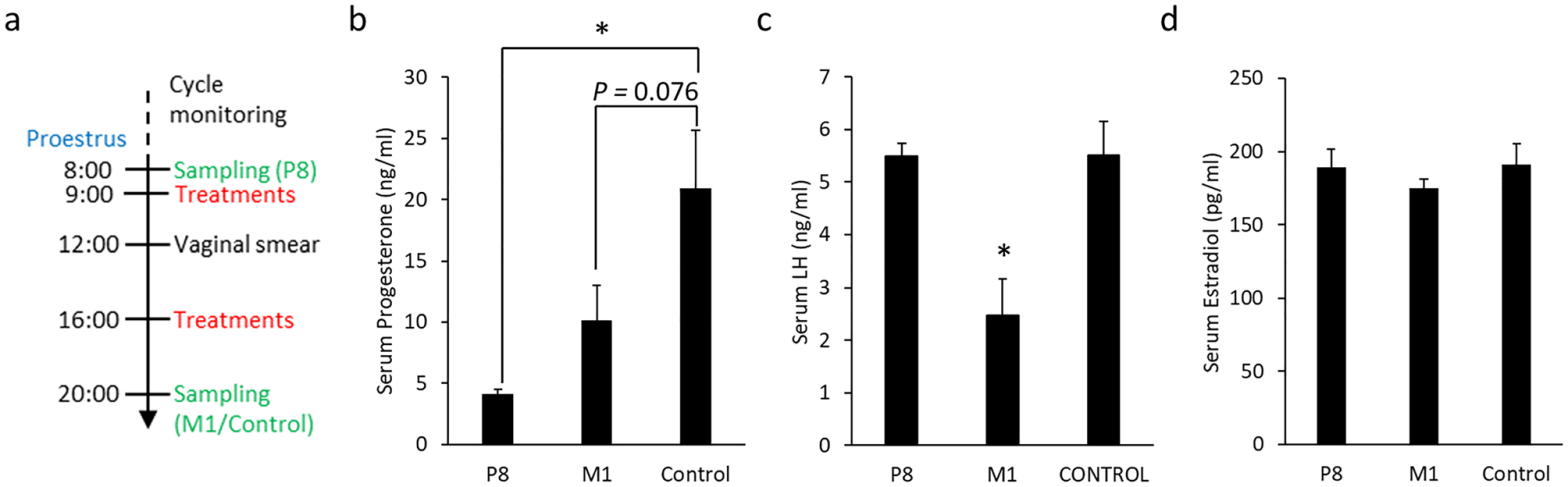
The impacts of M1 injection on the endocrine system. Eight-week-old ICR mice were treated with M1 at 9:00 and 16:00 on the day of proestrus, the blood samples were collected in the evening (20:00, **a**). The concentrations of serum progesterone (**b**), LH (**c**), and estradiol (**d**) were measured. Values are mean ± SEM (n = 4–7). *Statistical significance by Student's t-test, *P* < 0.05.

### The mitochondrial network in the ovaries

Electron microscopy was used to observe and compare mitochondria in the ovary after the M1 treatment. For each group, the mitochondria in granulosa and theca cells were screened through 2D images (Fig. 3a). The mitochondria in granulosa cells showed lamellar cristae, whereas the mitochondria in theca cells showed tubular or vesicular cristae. The mitochondria in rod- or globular-shape were observed in both types of cells. No significant changes in mitochondria structure were noted in the M1 group (Fig. 3a). To confirm the possibility of the 3D networks in the cells, serial section and electron tomography were performed (Fig. 3b). In our investigation, no hyper-fused nor branched mitochondrial networks were observed (Fig. 3c,d, and Movie S1–S4).

**Figure 3:**
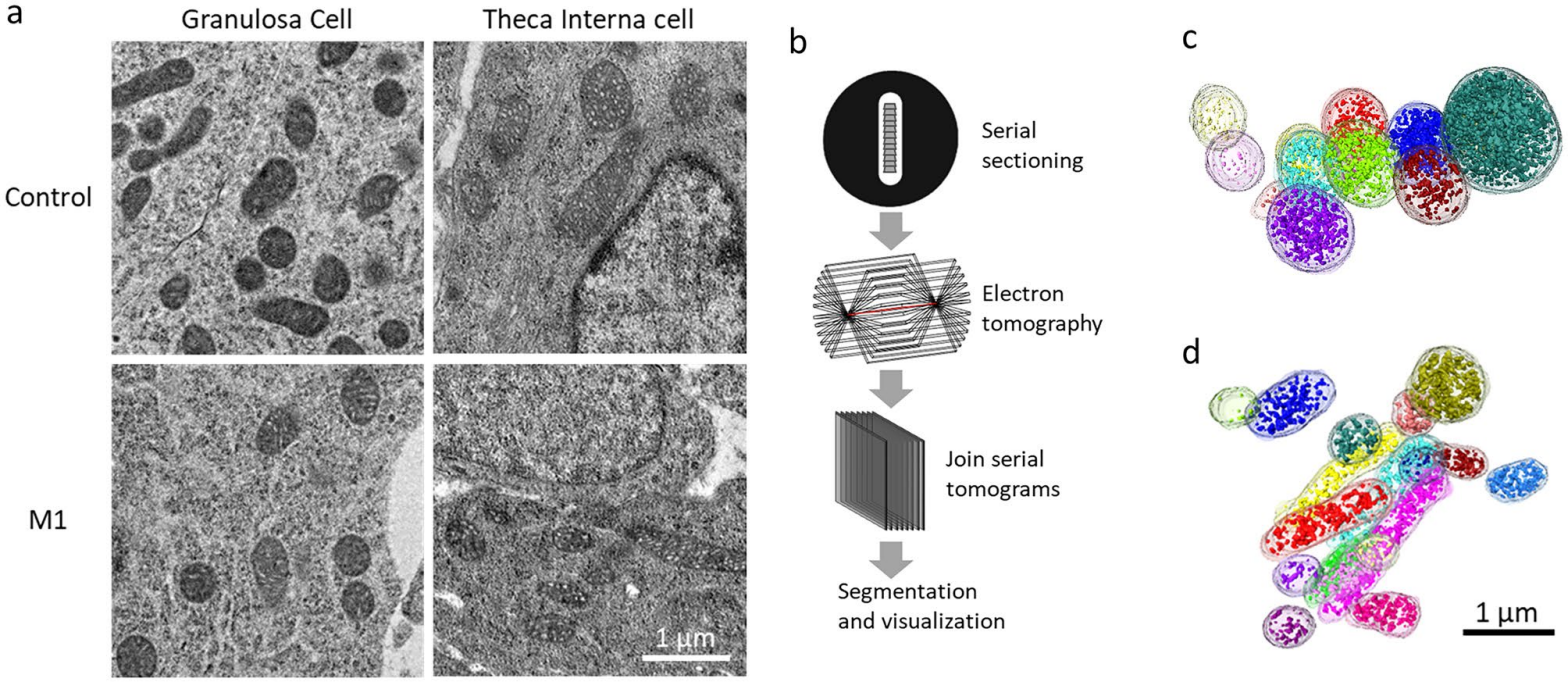
M1 injection did not change the mitochondrial network of the granulosa cells and theca cells in matured follicles. The samples were collected in the evening (20:00) of proestrus after the second M1 or control injections. The electron micrograph shows the rod- or globular-shaped mitochondria in both granulosa cells and theca cells (**a**). The flowchart for the visualizations of 3D mitochondrial networks (**b**). The 3D mitochondrial networks in control (**c**) and M1 (**d**) theca cells were reconstructed through the serial section and electron tomography. The mitochondrial cristae were labeled in opaque colors and the outer membranes were labeled in transparent colors. The mitochondria without physical connections were labeled with different colors. No obvious fusing or branch mitochondria were observed.

### The gene expression

To clarify the mechanism of how M1 might disrupt the estrus cycle, transcriptome analysis was performed on the ovary after the M1 treatment on the day of proestrus (20:00). 

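Ovarian mRNA from 3 Control mice and 3 M1 mice was sequenced, with 1 library per mouse. M1, a phenylhydrazone compound that promotes mitochondrial fusion, was injected at 10 mg/kg at 9 h and 16 h, so that the ovaries were taken 11 h after the first and 4 h after the second injection. The authors trimmed the paired reads with Trimmomatic 0.38, aligned them with HISAT2 2.1.0 to the mouse genome GRCm38 and counted them per gene with featureCounts 2.0.0. The counts assigned to genes summed to 13684834, 16085100 and 18651402 in Control libraries 1 to 3 (median 16085100) and to 15446509, 14971920 and 12536440 in M1 libraries 1 to 3 (median 14971920). These assigned counts, not the sequenced reads per library that the paper states, are the depth behind the values given here. Of 55536 genes in the count table, 33353 had a count in any library, and the 17499 that passed edgeR's filter on low counts were tested. M1 was compared with Control by edgeR's quasi-likelihood test after TMM normalization, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the study's thresholds. Levels are given as CPM (counts scaled to the TMM-normalized library size), as mean ± SD over 3 mice. In addition, 43 lists of genes of a pathway, a protein complex or a cell type were written before the deposited data were examined but after the paper was read. Several follow the paper's claims, which rest on these same libraries. For those lists the reported direction was known, and a pass is no independent test. Each list was compared with all other tested genes by camera with a preset correlation between genes of 0.01, and its p was adjusted over the 43 lists. The median log2 fold change of the list's members is given with it.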

In totally 6 submitted samples, an average of 41.7 million reads were obtained, where 97.02% of the reads were successfully mapped (90.68% uniquely mapped, Table S1). 

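Transcripts of the mitochondrial genome, which encodes subunits of the respiratory chain and the RNAs that translate them, took 5.98%, 6.45% and 7.35% of the assigned counts in M1 libraries 1 to 3. In Control libraries 1 to 3 they took 5.14%, 4.29% and 3.82%. The 10 most abundant genes together took 8.69% to 9.33% of the counts in the M1 libraries and 5.97% to 7.05% in the Control libraries. Genes under 1 kb took 2.74% to 3.16% of the M1 counts and 2.00% to 2.63% of the Control counts. In the paper's Table S1, coding exons held 54.96%, 55.57% and 52.62% of the read tags of M1 libraries 1 to 3, and 55.18%, 61.95% and 63.4% of those of Control libraries 1 to 3. By this measure of the paper, Control library 1 lies among the M1 libraries.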

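All 17499 tested genes were compared between the M1 and Control groups, and their median log2 fold change was 0.00. For 22.6% of them, all 3 M1 ovaries lay on one side of all 3 Control ovaries, where chance gives 10% on average. Genes vary together, so this share can differ widely between groupings of the 6 libraries. It was not counted for the other groupings, so it does not by itself show an effect of M1. Fold changes followed gene length. The tenth of genes with the shortest transcripts (57 to 1217 bases) had a median log2 fold change of 0.32, and the tenth with the longest (9296 bases and more) had a median of -0.16. This trend also varied within the groups. The slope of each library's log2 CPM, minus the mean of the 6 libraries, on log2 length was -0.0213, 0.085 and 0.0991 in Control libraries 1 to 3. In M1 libraries 1 to 3 it was -0.0242, -0.0684 and -0.0703, so Control library 1 was close to M1 library 1. An unadjusted p under 0.05 was reached by 1348 genes with a positive and 1605 genes with a negative fold change. DESeq2, the tool the authors used, gave an adjusted p for 15238 genes.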

14,645 differentially expressed genes (DEGs) were obtained and listed (Table S2). The principal component analysis (PCA) between M1 and Control treatments revealed a clustered distribution within the groups, while the variations in biological repeats could also be noted (Fig. 4a).

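The ovaries of Control mouse 1 and of M1 mice 1 and 3 lay together on the first principal component, with scores of 32.63, 20.78 and 40.64. Control mice 2 and 3 lay on the other side at -46.68 and -48.61, and M1 mouse 2 lay between them at 1.23. On the second component every M1 ovary (-1.05, 58.99 and 6.86) lay above every Control ovary (-42.45, -16.21 and -6.14). The components were computed from log2 CPM of all 17499 tested genes and held 35.99%, 26.34% and 14.98% of the variance. The groups did not separate on the first component (two-sided exact permutation test, p = 0.3) and separated on the second (p = 0.1, the smallest p that 3 mice against 3 allow, exact permutation test). The root mean square log2 difference between ovaries averaged 0.691 within the Control group, 0.63 within the M1 group and 0.718 between the groups. Control mouse 1 differed by 0.604 from M1 mouse 3 and by 0.763 from Control mouse 2.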

**Figure 4:**
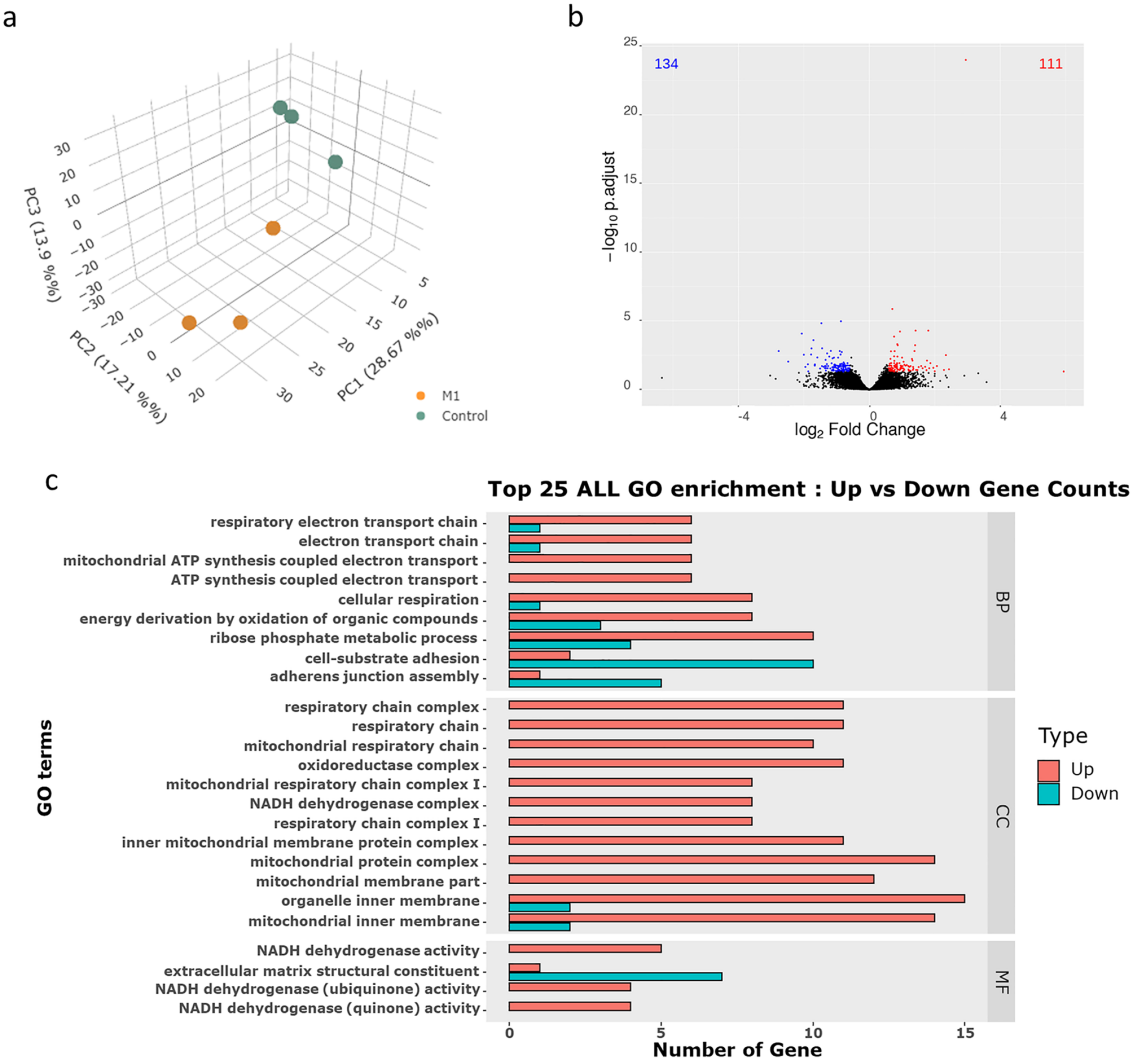
M1 injection promoted the expression of the genes of mitochondrial respiratory chain complexes and suppressed the genes associated with cell adhesion in the ovary. After M1 or control treatments on proestrus, the ovaries were collected in the evening (20:00) for transcriptome analysis (n = 3). The 3D principal component analysis revealed the similarity among samples and groups (**a**). The volcano plot showed the distribution of differentially expressed genes with *P-*adjust values and fold changes (**b**). The genes were filtered and GO analysis was performed, top 25 GO terms (*P* < 0.05) were shown in the compare barplot (**c**).

The DEGs were filtered for GO and KEGG pathway analysis, and with our settings, a total of 245 DEGs were obtained (134 down-regulated and 111 up-regulated in the M1 group, Fig. 4b). 

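By edgeR, 1 gene rose after M1 and 0 fell. It is ENSMUSG00000118353, a processed pseudogene of 780 bases on chromosome 19 of GRCm38 (22441135 to 22441914), at 38.6 ± 3.74 CPM in the M1 group and 5.02 ± 1.25 CPM in the Control group (SD, n = 3). Its log2 fold change was 2.94 (standard error 0.21, adjusted p = 0.0162 from edgeR's quasi-likelihood test). It matches the transcript of Nsa2, a gene for a ribosome biogenesis factor, at 99.2% of 780 bases, so the counting could split reads between them, and its level is uncertain. With DESeq2 at the same thresholds 198 genes were higher and 228 lower, and limma-voom called 1 and 0. Genes were then chosen among the DESeq2 calls, after these counts were seen, by the rule set for the edgeR calls. Serpina3n, a serine protease inhibitor of the acute phase, was at 32.1 ± 8.12 CPM after M1 and 9.19 ± 1.77 CPM in the Control group (SD, n = 3), with a log2 fold change of 1.81 (adjusted p = 1.15e-07 from DESeq2). Zfp36, which marks short-lived mRNAs for decay, was at 113 ± 45.1 and 32.4 ± 6.43 CPM (SD, n = 3), with a log2 fold change of 1.80 (adjusted p = 1.75e-05 from DESeq2). Slc25a48, a carrier of the mitochondrial inner membrane, was at 1.42 ± 0.0526 CPM after M1 and 4.83 ± 0.425 CPM in the Control group (SD, n = 3), with a log2 fold change of -1.77 (adjusted p = 4.05e-04 from DESeq2). The other genes that the rule selected had DESeq2 log2 fold changes of 5.93 (H2-Q10, mostly from M1 mouse 2 at 52.95 CPM), 2.33 (Atg9b, highest in M1 mouse 3 at 19.37 CPM, against 7.53 and 5.11 CPM in M1 mice 1 and 2), 2.18 (Zfp133-ps), 2.06 (Ms4a10), 1.57 (Cited1), 1.47 (Junb), 1.46 (Hist2h3c2) and 1.42 (Runx2os1). Below 0 they were -2.78 (Trim60), -2.16 (Ccdc3), -2.07 (Tmem72), -2.01 (Gucy2e), -1.94 (Colgalt2), -1.93 (Fam167a), -1.88 (Ston1), -1.79 (Nlrp4g) and -1.72 (Col12a1). Single mice weighed on several of these genes, among them Ccdc3 (5.33, 18.89 and 7.77 CPM in Control mice 1 to 3) and Colgalt2 (6.50, 19.44 and 5.93 CPM in M1 mice 1 to 3). Ston1 was at 12.85, 44.17 and 40.58 CPM in Control mice 1 to 3, and M1 mouse 1 was at 12.6 CPM. Trim60 was at 1.64, 5.11 and 5.92 CPM in Control mice 1 to 3. Without Control mouse 1 edgeR called 230 genes higher and 552 lower. It called 0 genes without Control mouse 3, M1 mouse 1 or M1 mouse 2, and 1 gene other than the pseudogene without Control mouse 2 or M1 mouse 3. Counts were also simulated with the depth and spread of these libraries, each gene drawn independently. At an adjusted p under 0.05, without a fold change minimum, edgeR found 94% of the genes changed 8-fold and 74% of those changed 4-fold. It found 18% of those changed 2-fold and 2% of those changed 1.5-fold, and passed 9 of 17239 unchanged genes. Correlation between genes and an outlying library were not simulated, so these shares may not hold for the real libraries.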

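Of the 43 gene lists, 15 passed camera at an adjusted p under 0.05. Lists with higher members after M1 were the nuclear subunits of the respiratory chain as a whole and of its complexes I, III and IV, the subunits encoded by the mitochondrial genome, ATP synthase, the mitochondrial ribosome, cholesterol biosynthesis, the integrated stress response, and immediate early and heat shock genes. Lists with lower members were the structural constituents of the extracellular matrix, integrins and focal adhesion, progesterone-mediated oocyte maturation, and the markers of oocytes and of smooth muscle and pericytes. None of the 15 passed when camera estimated the correlation between genes from these 6 libraries (adjusted p = 0.708 with an estimated correlation for 13 of them, 0.719 for the mitochondrial ribosome and 0.799 for the integrated stress response). The terms of the GO database were not analysed here.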

In GO analysis, 41 significant enrichment terms (adjust* P* value < 0.05) were revealed, including 12 in cellular component (CC), 6 in molecular function (MF), and 23 in biological process (BP, Table S3). 

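Nuclear genes for subunits of the respiratory chain were higher as a group in the M1 ovaries, with a median log2 fold change of 0.41 over 60 genes, 54 positive and 6 negative (camera adjusted p = 1.8e-15, and adjusted p = 0.708 with an estimated correlation). Uqcrq, a subunit of complex III (cytochrome bc1), was at 148 ± 16.8 CPM in the M1 group and 84.9 ± 3.02 CPM in the Control group (SD, n = 3). Its log2 fold change was 0.80 (standard error 0.12, adjusted p = 0.195 over all genes from edgeR and 0.0142 adjusted over the list alone). Ndufb7, an accessory subunit of complex I (NADH dehydrogenase), was at 64.4 ± 5.5 and 42.5 ± 0.794 CPM (SD, n = 3), with a log2 fold change of 0.60 (adjusted p = 0.0159 adjusted over the list alone, edgeR).
When adjusted over the list alone, 28 of the 60 genes rose and 0 fell, and 40 had an unadjusted p under 0.05 with a positive fold change. Over all tested genes 0 passed with edgeR or limma-voom, and 8 had an adjusted p under 0.05 with DESeq2, all higher. In 36 genes every M1 ovary lay above every Control ovary and in 2 below, where 22.6% of all tested genes were separated in either direction. Of the nuclear subunits of ATP synthase, which makes ATP from the proton gradient, 5 of 17 rose when adjusted over the list alone (median 0.35, camera adjusted p = 1.38e-04, and adjusted p = 0.708 with an estimated correlation), among them Atp5j2 (0.59) and Atp5l (0.52). The 4 subunits of complex II had a median of 0.01 (camera adjusted p = 0.992).
Among the 13 subunits that the mitochondrial genome encodes, the median was 0.62 (camera adjusted p = 6.88e-04, and adjusted p = 0.708 with an estimated correlation), and 0 passed when adjusted over the list alone, with 5 positive and 1 negative at an unadjusted p under 0.05 by edgeR, 4 higher by DESeq2 and 0 by limma-voom. Their abundant member mt-Co1, a core subunit of complex IV, was at 23890 ± 1460 CPM in the M1 group and 15140 ± 1910 CPM in the Control group (SD, n = 3).
The 60 nuclear genes are short (median 1522.5 bases), and with an offset for gene length their median was 0.22 (camera adjusted p = 3.25e-06), while that of the mitochondrially encoded subunits was 0.35 (adjusted p = 0.133).

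**Figure D1:**
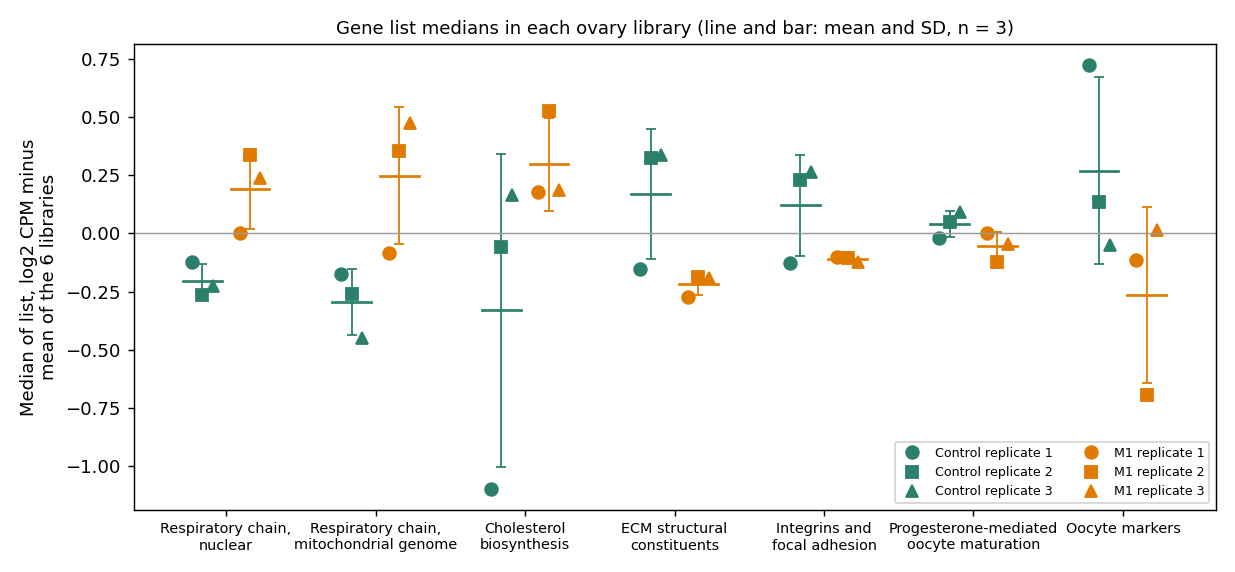
Median of each gene list in each ovary library, as log2 CPM minus the mean of the 6 libraries (vertical axis), for 7 gene lists (horizontal axis). Points are single libraries, and the line and bar are the mean and SD of 3 libraries. For the nuclear respiratory chain the Control libraries sit at -0.12, -0.26 and -0.22 and the M1 libraries at 0.00, 0.34 and 0.24, and for cholesterol biosynthesis Control library 1 sits at -1.10.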

29 of the significant enrichment terms in our comparison were associated with the mitochondrial respiratory chain, where the members of the genes were up-regulated in the M1 group, suggesting the specific effects of M1 on ovarian mitochondria (Fig. 4c). On the other hand, the down-regulated genes in the M1 group could be found in cell-substrate adhesion, adherens junction assembly, and extracellular matrix (ECM) structural constituent (Fig. 4c). 

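Genes for structural constituents of the ECM were lower as a group after M1, with a median log2 fold change of -0.42 over 66 genes, 14 positive and 52 negative (camera adjusted p = 5.54e-10, and adjusted p = 0.708 with an estimated correlation). Col12a1, a collagen that associates with fibrils, was at 24.4 ± 5.06 CPM in the M1 group and 80.0 ± 33.4 CPM in the Control group (SD, n = 3). Its log2 fold change was -1.71 (standard error 0.34, adjusted p = 0.195 over all genes from edgeR and 0.0221 adjusted over the list alone). Col4a6, a chain of basement membrane collagen, was at 18.2 ± 2.3 and 34.5 ± 3.41 CPM (SD, n = 3), with a log2 fold change of -0.93 (adjusted p = 0.021 adjusted over the list alone, edgeR). Ntn4 (-0.89), Col6a3 (-0.79) and Lamb1 (-0.66), which encode a netrin, a collagen VI chain and a laminin chain, also fell when adjusted over the list alone. In all, 13 of the 66 fell and 0 rose when adjusted over the list alone. In 20 every M1 ovary lay below every Control ovary and in 2 above. Of all tested genes, 22.6% were separated in either direction. Over all genes 0 passed with edgeR, with 23 lower at an unadjusted p under 0.05, and limma-voom gave 0 and DESeq2 13, all lower. The median of the list in Control libraries 1 to 3 was -0.15, 0.32 and 0.34 as log2 CPM minus the mean of the 6 libraries, and it was -0.27, -0.19 and -0.19 in M1 libraries 1 to 3. Without Control mouse 1, 35 of the 66 fell when adjusted over the list alone. With the coding exon share of Table S1 as a covariate the median was -0.08 (camera adjusted p = 0.176). Since only Control library 1 lies among the M1 libraries by this share, that fit leans mostly on Control mouse 1. Markers of smooth muscle and pericytes, cells rich in such genes, were lower too (13 of 14 negative, median -0.30, camera adjusted p = 0.0121, and adjusted p = 0.708 with an estimated correlation), but did not pass without Control mouse 2 (-0.24, adjusted p = 0.0938) or without M1 mouse 1 (-0.19, adjusted p = 0.175). Markers of fibroblasts and stroma, a list that itself holds collagen genes, had 6 positive and 6 negative fold changes (camera adjusted p = 0.716). Of 55 genes of the actin cytoskeleton and the adherens junction, which joins neighbouring cells through cadherins and nectins, 19 had a positive and 36 a negative fold change (median -0.17, camera adjusted p = 0.0999). Nectin1, one of its adhesion molecules, was at 39.5 ± 6.04 CPM after M1 and 61.2 ± 8.9 CPM in the Control group (SD, n = 3), a log2 fold change of -0.63 (adjusted p = 0.201 from edgeR).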

Similar results could also be found in the KEGG pathway analysis (Table S4). 

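Integrins and the proteins of focal adhesions, which tie the cytoskeleton to the matrix, had a median log2 fold change of -0.25 over 48 genes, 11 positive and 37 negative (camera adjusted p = 1.06e-04, and adjusted p = 0.708 with an estimated correlation). Flna, an actin crosslinker, fell from 762 ± 159 CPM in the Control group to 414 ± 22.5 CPM after M1 (SD, n = 3, adjusted p = 0.0328 adjusted over the list alone, edgeR). Zyx, a focal adhesion protein that binds actin regulators, fell by 0.66 on the log2 scale, and Itga10, a collagen-binding integrin chain, rose by 0.87, both at the same p. These were the 3 genes that passed when adjusted over the list alone. Over all genes 0 passed with edgeR or limma-voom, with 3 positive and 14 negative at an unadjusted p under 0.05, and DESeq2 gave 1 higher and 5 lower. The list's median was -0.13, 0.23 and 0.26 in Control libraries 1 to 3 and between -0.12 and -0.10 in the M1 libraries. Without Control mouse 1 the median was -0.41, and 24 genes fell and 2 rose when adjusted over the list alone. With the coding exon share as a covariate, a fit that leans mostly on Control mouse 1, the median was 0.03 (camera adjusted p = 0.802). The markers of smooth muscle and pericytes, whose cells also carry many of these proteins, had a median of -0.30 (camera adjusted p = 0.0121, adjusted p = 0.708 with an estimated correlation, and adjusted p = 0.0938 without Control mouse 2 and 0.175 without M1 mouse 1). Those of fibroblasts and stroma had 6 positive and 6 negative fold changes (camera adjusted p = 0.716). The pathways of the KEGG database were not analysed here.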

In 14 of the totally obtained 15 pathways, the genes in the mitochondrial respiratory chain and the signaling of focal adhesion were included. Interestingly, steroid biosynthesis was recognized as a significantly up-regulated pathway in the M1 group, where 3 genes could be obtained independently from the other pathways (Table S4).

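Genes of cholesterol biosynthesis, the pathway that supplies the precursor of all steroid hormones, had a median log2 fold change of 0.56 over 20 genes, 18 positive and 2 negative (camera adjusted p = 2.75e-07, and adjusted p = 0.708 with an estimated correlation). The 3 genes that rose when adjusted over the list alone act in its last steps, from lanosterol to cholesterol. Ebp, a sterol isomerase, was at 108 ± 13.3 CPM in the M1 group and 52.1 ± 7.93 CPM in the Control group (SD, n = 3), with a log2 fold change of 1.05 (standard error 0.16, adjusted p = 0.00331 adjusted over the list alone, edgeR). Tm7sf2, a sterol reductase, was at 127 ± 26.9 and 58.9 ± 8.02 CPM (SD, n = 3), a log2 fold change of 1.10. Nsdhl, a sterol dehydrogenase, was at 211 ± 35.8 and 104 ± 22.2 CPM (SD, n = 3), a log2 fold change of 1.02 (adjusted p = 0.00609 adjusted over the list alone, edgeR). Cyp51, the lanosterol demethylase, had a log2 fold change of 0.68 and did not pass (adjusted p = 0.0883 adjusted over the list alone, edgeR). Over all genes 0 of the 20 passed with edgeR or limma-voom, 6 had an unadjusted p under 0.05 and a positive fold change, and DESeq2 gave 3 higher. The median of the list was -1.10 in Control library 1, -0.06 and 0.16 in Control libraries 2 and 3, and 0.18, 0.53 and 0.19 in M1 libraries 1 to 3. Without Control mouse 1 the list did not pass (median 0.27, camera adjusted p = 0.121), and 3 of its genes rose and 2 fell when adjusted over the list alone. Markers of the corpus luteum were low in the same library, with medians of -0.98, 0.45 and -0.08 in Control libraries 1 to 3 and of 0.35, 0.40 and -0.18 in M1 libraries 1 to 3 (median log2 fold change 0.35, camera adjusted p = 0.155, and adjusted p = 0.0086 against matched random lists).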

To investigate the gene expression in specific pathways, the gene set enrichment analysis (GSEA) was performed (Fig. 5). In 4604 analyzed gene sets from the database of the mouse metabolic pathways, 586 significant gene sets were obtained (adjust *P* < 0.25, Table S5). Similar to our post-filter GO and KEGG analysis, the top activated gene sets (M1 gene sets) included the members of NADH dehydrogenase (ex: NDUFA13, NDUFB8, and NDUFC1), Cytochrome C Oxidase (COX5A), and steroid biosynthesis (Fig. 5a). 

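Of the genes that give these sets their names, Ndufa13 and Ndufc1 rose when adjusted over the list of respiratory chain genes alone, and Ndufb8 and Cox5a did not pass. Ndufa13, an accessory subunit of NADH dehydrogenase, was at 78.0 ± 6.67 CPM in the M1 group and 53.5 ± 0.517 CPM in the Control group (SD, n = 3), a log2 fold change of 0.54 (standard error 0.11, adjusted p = 0.195 over all genes and 0.0159 adjusted over the list alone, edgeR). Ndufc1, another accessory subunit, was at 54.1 ± 10.9 and 31.3 ± 1.32 CPM (SD, n = 3), a log2 fold change of 0.79. Ndufb8 was at 56.8 ± 7.07 and 52.5 ± 3.75 CPM (SD, n = 3), a log2 fold change of 0.11 (adjusted p = 0.693 from edgeR). Cox5a, a subunit of cytochrome c oxidase, was at 31.5 ± 9.43 and 32.9 ± 8.37 CPM (SD, n = 3), a log2 fold change of -0.06 (adjusted p = 0.921 from edgeR). Of 36 nuclear subunits of complex I, 19 rose and 0 fell when adjusted over the list alone (median 0.42, camera adjusted p = 3.75e-13). Of 11 nuclear subunits of complex IV, 9 rose and 0 fell (median 0.48, camera adjusted p = 1.51e-05), among them Cox6a1 at 207 ± 29.8 and 136 ± 17.0 CPM (SD, n = 3). Of 9 nuclear subunits of complex III, 4 rose and 0 fell (median 0.35, camera adjusted p = 6.33e-04). For each complex the adjusted p was 0.708 with an estimated correlation. Over all genes 0 of these subunits passed with edgeR or limma-voom. With positive fold changes, 26, 9 and 4 of them in complexes I, IV and III had an unadjusted p under 0.05, and DESeq2 gave 6, 1 and 1. With an offset for gene length, complex IV (median 0.21, adjusted p = 0.0547) and complex III (median 0.08, adjusted p = 0.148) did not pass. From enrichment terms of the respiratory chain whose genes were up-regulated, the paper proposes specific effects of M1 on ovarian mitochondria.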

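When the tested genes were ranked by signed p from edgeR, the nuclear respiratory chain genes had a normalized enrichment score of 2.92 (fgsea adjusted p = 1.26e-17 over the 43 lists), those of complex I 2.75 and those of complex IV 2.23. Cholesterol biosynthesis scored 2.02 (fgsea adjusted p = 0.00111). At the other end of the ranking, the ECM constituents scored -2.58 (fgsea adjusted p = 4.09e-12), and the integrin and focal adhesion genes scored -2.01. This method permutes genes and takes them as independent of each other. The gene sets of the study's database were not used here.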

The members of top M1 gene sets showed a focused rank distribution in ordered datasets (Fig. 5b). The higher consistency of expression among individuals could be observed in the detailed heatmaps list (Fig. 5c–e). 

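Every gene read from the 3 heat maps had a positive log2 fold change from edgeR after M1. For the 26 genes of NADH dehydrogenase in Fig. 5c they ran from 0.24 to 0.79 (median 0.45), and over all 36 nuclear subunits of complex I 33 were positive. For the 9 genes of cytochrome c oxidase in Fig. 5d they ran from 0.46 to 1.83 (median 0.57). The highest was mt-Co3, at 22.99, 16.02 and 75.99 CPM in M1 mice 1 to 3 and 15.72, 9.38 and 7.17 CPM in Control mice 1 to 3. Like mt-Co1 of this panel, it is encoded by the mitochondrial genome. Its counts were far below those of mt-Co1, at 23890 CPM in the M1 group and 15140 CPM in the Control group. Why they were so low was not tested, so the level and fold change of mt-Co3 are uncertain. Over all 11 nuclear subunits of complex IV, which leave these genes out, 10 were positive. For the 7 genes of steroid biosynthesis in Fig. 5e they ran from 0.59 to 1.10 (median 0.68). Over all 20 genes of cholesterol biosynthesis, a list without the panel's Soat2, 18 were positive. The panels show the same 6 libraries and genes of sets that the paper found activated. How the genes shown were chosen from each set is not given in the sources used here, so their shared sign tests nothing.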

The suppressed gene sets (Control gene sets) were comparatively larger in our study, which could be reflected by higher gene count and lower gene ratio (Fig. 5a). The top control gene sets contained more overlapping members, including those for cell interactions, signaling, cytoskeleton, ECM molecules, and remodeling enzymes, which could be identified (Fig. 5b; Table S5; Fig. S1). 

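Actg1, the cytoplasmic gamma actin whose set the paper shows in Fig. S1, was at 472 ± 80.7 CPM in the M1 group and 633 ± 75.4 CPM in the Control group (SD, n = 3). Its log2 fold change was -0.42 (standard error 0.18, adjusted p = 0.291 from edgeR). Actb, the beta actin, was at 2203 ± 227 and 1834 ± 236 CPM (SD, n = 3), a log2 fold change of 0.26 (adjusted p = 0.49 from edgeR). Further cytoskeletal genes had fold changes of both signs, with Tpm3, a tropomyosin, at -0.63, Myh10, a nonmuscle myosin, at -0.61 and Arpc3, a subunit of the complex that branches actin filaments, at 0.53. None of the 55 genes of the actin cytoskeleton and adherens junction passed over all genes or when adjusted over the list alone with edgeR. Of them 5 positive and 10 negative had an unadjusted p under 0.05, limma-voom gave 0, and DESeq2 gave 1 higher and 2 lower. Among 41 matrix remodelling enzymes and their inhibitors, 16 had a positive and 25 a negative fold change, with a median of -0.20 (camera adjusted p = 0.147). Mmp2, a gelatinase that cleaves basement membrane collagen, was at 62.7 ± 7.82 CPM in the M1 group and 137 ± 50.0 CPM in the Control group (SD, n = 3), a log2 fold change of -1.13 (adjusted p = 0.156 adjusted over the list alone, edgeR). Timp2 (-0.76) and Timp3 (-1.05), inhibitors of these enzymes, did not pass either. Of the 41, edgeR and limma-voom passed 0 over all genes, 1 positive and 4 negative had an unadjusted p under 0.05, and DESeq2 gave 1 lower. Without Control mouse 1 both lists passed camera, with medians of -0.22 (adjusted p = 0.0317) for the cytoskeleton and -0.33 (adjusted p = 0.0143) for remodelling.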

The gene sets associated with progesterone-mediated oocyte maturation (KEGG pathway mmu04914) and estrogen synthesis were also obtained in our GSEA results (Fig. 5b; Fig. S2a). With higher false discovery rates (FDR, adjust *P* = 0.0967 and 0.1451, respectively), the progesterone gene sets were suppressed in M1 treatments (Fig. 5f), while the pathway of estrogen synthesis was activated in the M1 treatments (Fig. S2b).

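Of 79 genes of progesterone-mediated oocyte maturation, the signalling by which an oocyte resumes meiosis, 20 had a positive and 59 a negative log2 fold change after M1 (median -0.15). Adcy5, an adenylyl cyclase, fell from 36.6 ± 5.29 CPM in the Control group to 18.5 ± 1.92 CPM after M1 (SD, n = 3, adjusted p = 0.0221 adjusted over the list alone, edgeR). Cpeb1, which controls translation of stored mRNAs in oocytes, had a log2 fold change of -0.68 and Anapc13, a subunit of the anaphase-promoting complex, 0.75, and these did not pass. Adcy5 was the 1 gene that passed when adjusted over the list alone. Over all genes 0 passed with edgeR or limma-voom, with 3 positive and 11 negative at an unadjusted p under 0.05, and DESeq2 gave 1 higher and 4 lower. The camera adjusted p was 0.00627, and it was 0.708 with an estimated correlation. The list did not pass with an offset for gene length (median -0.12, adjusted p = 0.131), and without Control mouse 1, 8 of its genes fell and 1 rose when adjusted over the list alone. Markers of the oocyte itself were lower too (21 of 22 negative, median -0.50, camera adjusted p = 9.6e-06, and adjusted p = 0.708 with an estimated correlation), but did not pass without Control mouse 1 (-0.32, adjusted p = 0.073). Of 21 genes listed for androgen and estrogen biosynthesis and metabolism, 14 were tested, with a median of 0.16 (camera adjusted p = 0.20). Of the 14, 0 passed with edgeR when adjusted over the list alone or over all genes, 1 had an unadjusted p under 0.05, and DESeq2 and limma-voom gave 0. The paper's set differs in its members, since Fig. S2b also shows genes such as Gstm1, Gsto1 and Mgst1 that this list lacks. Cyp19a1, the aromatase that makes estrogens, was at 48.2 ± 30.6 CPM in the M1 group and 22.0 ± 5.58 CPM in the Control group (SD, n = 3), a log2 fold change of 1.13 (standard error 0.51, adjusted p = 0.316 from edgeR). Hsd17b2, which oxidizes estradiol to estrone, had a log2 fold change of 0.95 and Hsd17b12 of 0.31. Without M1 mouse 2 this list passed (median 0.17, camera adjusted p = 0.0146).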

**Figure 5:**
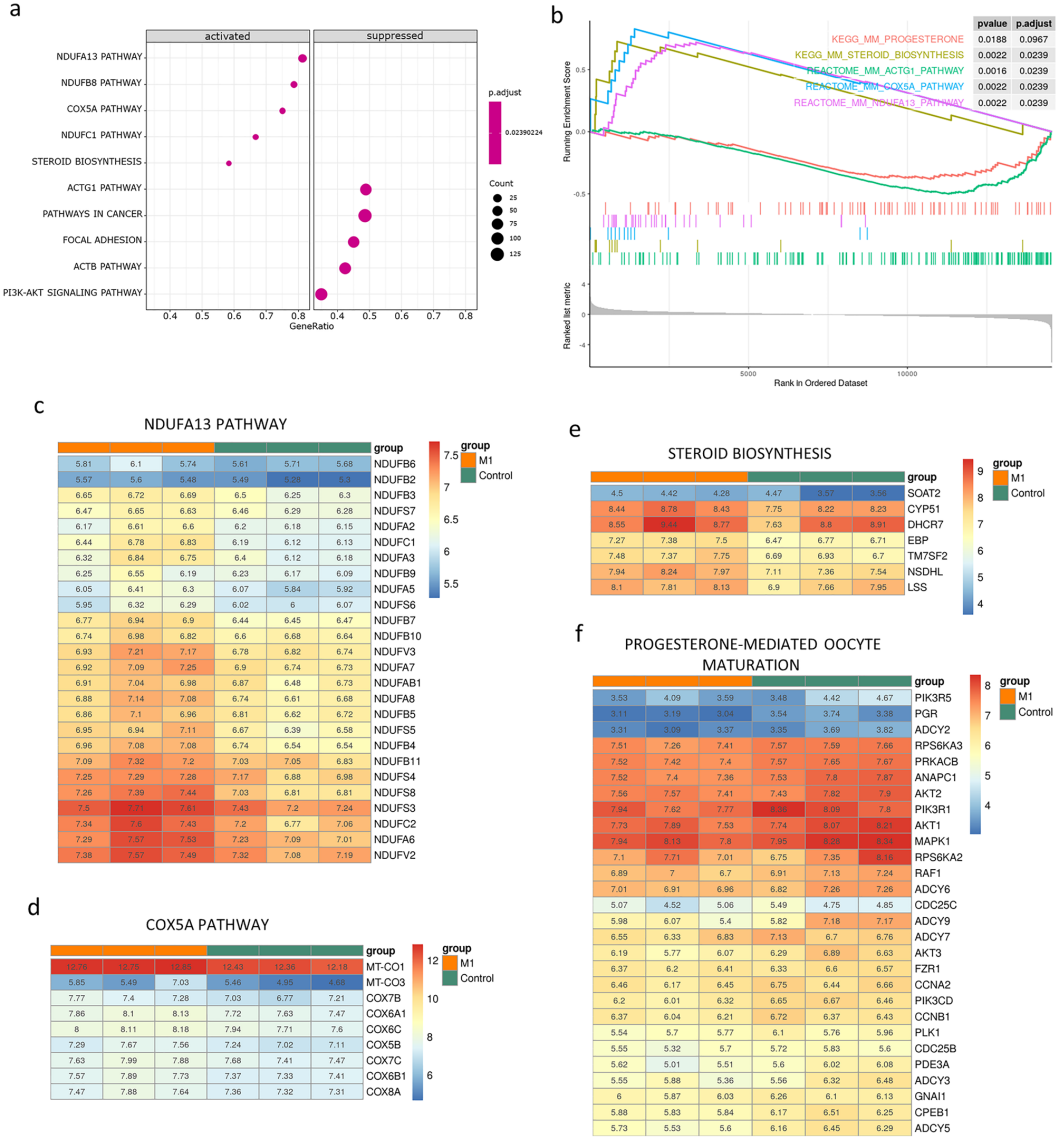
The significant metabolic pathways after M1 treatments were revealed in gene set enrichment analysis (GSEA). The genes identified as over-expressed were classified through the GSEA dot plot (**a**) and GSEA plot (**b**). The details of gene expressions for NDUFA13 (**c**) COX5A (**d**), steroid biosynthesis pathway heatmap (**e**), and progesterone-mediated oocyte maturation (**f**) were shown in heatmaps. The expression levels were normalized and shown as relative log expressions (RLE).

### The ex vivo culture

The timing of the cycle could have higher variations and systemic complexities among individual animals. To simplify the factors and observe the direct impact of the M1 on the ovary, ovarian tissue cultures were performed. The treatments were delivered through the culture medium accompanied by consistent hormone levels (Fig. 6a). In order to manipulate mitochondrial dynamics during the transition between the follicular and luteal phases, M1 treatment and medium B (high LH) were administered simultaneously. During the culture periods, the culture medium was collected daily to access steroidogenic functions. The concentration of estradiol was below the detection limits in our system, so only the medium progesterone levels were presented (Fig. 6b,c). While the elevated progesterone level could be detected after the control LH stimulation on Day 5 and Day 10 (Fig. 6b), the combination of LH and M1 treatment resulted in a reduced medium progesterone secretion (Fig. 6c). In line with the reduction of the medium progesterone level, the number of retrieved oocytes from M1 treatment was also reduced (Fig. 6d).

**Figure 6:**
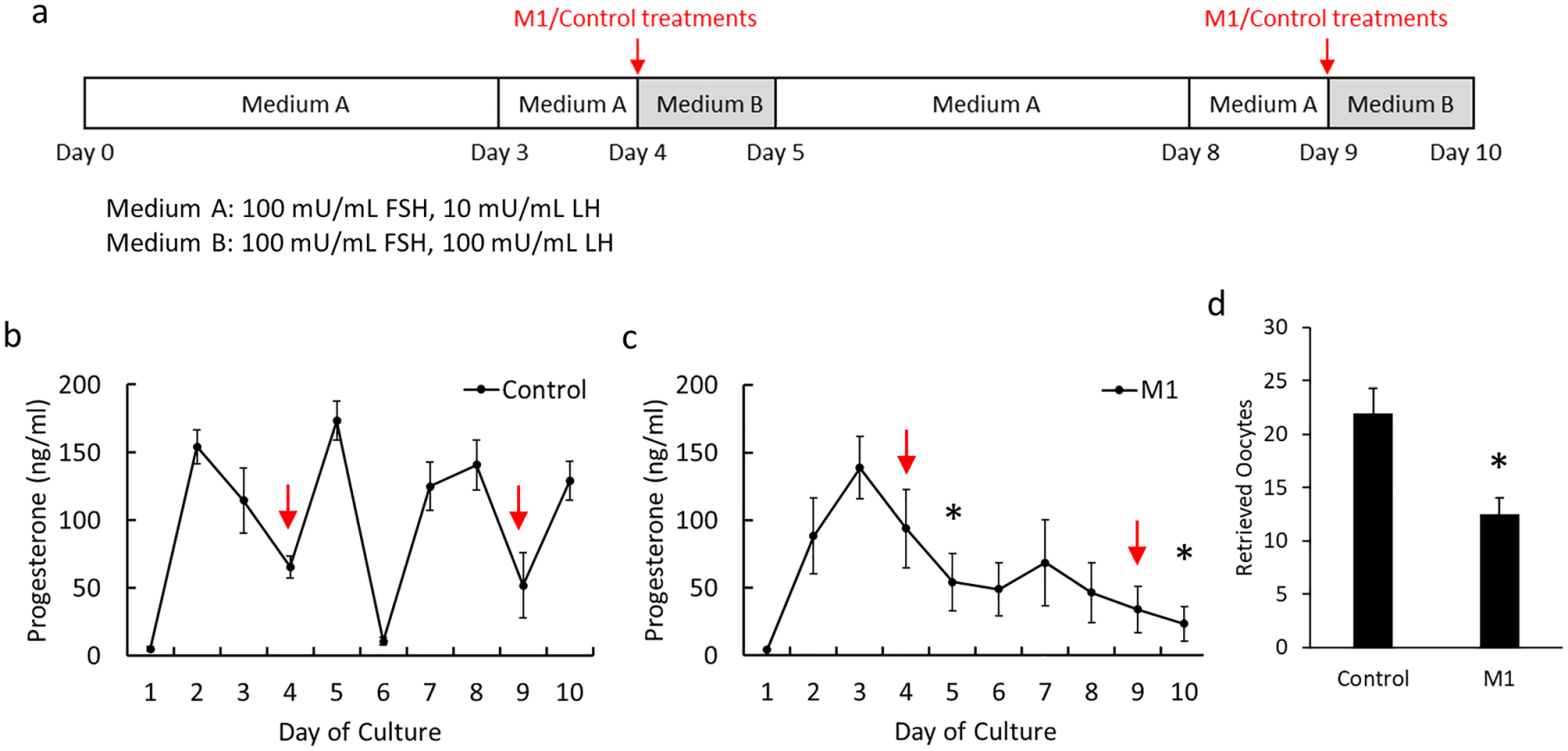
M1 suppressed progesterone secretion and oocyte release during LH stimulation in ovarian organ cultures. The mouse ovaries at proestrus were cultured in the medium containing FSH and LH to mimic the estrus cycle (**a**). The progesterone concentrations in the medium were analyzed in Control (**b**) and M1 groups (**c**). The number of oocytes retrieved from the ovarian culture was also counted (**d**). Values are mean ± SEM (n = 3–4 for each group). *Statistical significance when compared to the control on the same day, *P* < 0.05, Student's t-test.

## Discussion

The mitochondria in animal cells form a highly dynamic network under physiological conditions. Mitochondria continuously undergo biogenesis, fission, fusion, mitophagy, and motility^19^. Mitochondrial dynamics differ in different types of cells and meet the specific functional needs of the cell. Mitochondria are involved in apoptosis, ATP production, and steroidogenesis in the female reproduction system^20^. In goat large luteal cell lineage, significant mitochondria mass and shape changes have been noted during the transition from matured follicle to corpus luteum^6^. However, the impacts and regulatory mechanisms of mitochondrial dynamics in the ovarian cycle remain unsolved. In this work, we propose a novel mechanism by which the promotion of mitochondrial fusion may affect the ovarian cycle by altering mitochondrial function and steroid hormone production.

The regular reported length of the rodent estrous cycle is 4–5 days, which was also presented in the control group of our study^8,21^. The regular estrous cycle is an indicator of successive ovulation, cyclicity of which was found to be disrupted in the mouse during ten days of exposure to M1 and recovered after the treatment stop, suggesting the M1 could have a mild and reversible impact on the female reproductive system of the mouse. At the beginning of M1 treatments, the confirmed proestrus phase was changed to the diestrous phase 3 h after the first M1 injection, suggesting an acute response of the reproductive system to M1 exposure. The steroid hormones like estrogen and progesterone could regulate vaginal epithelial cell growth, leukocyte infiltration, and mucus secretions^7,22–24^. In rodents, the stage with the highest serum progesterone level has been reported in literature to be inconsistent, varying from late-proestrus, estrus, and diestrous^25–27^. This could be due to the variation and dramatic changes in reproductive events in rodents. In recent studies, the lowest progesterone concentration could be found in diestrus, while the elevation of progesterone happened in proestrus or estrus stage^25,26^. LH surge is also expected in the late proestrus, although the exact time window is hard to observe^28^. In our study, the progesterone was elevated in the proestrus evening, which is consistent with previous reports on rats^26^. The M1 injection resulted in an ambiguous reduction in serum progesterone, which could reflect the complexity of physiological events on the day of rodent proestrus. The LH showed a similar level between the proestrus morning and evening in the control group, suggesting the LH level could reflect the basal secretion level through our sampling schedule^8^. The LH was lower in the M1 group. Such changes could take part in the signaling of the ovarian cells. However, since the appearance of LH surge or ovulation is yet to be confirmed in vivo after M1 treatments, more sampling and observation remain necessary to evaluate the impacts of M1 in female mice. As was shown in our result, the endocrine inhibition in M1-treated mice might be similar to the hormone conditions in the diestrous stage and lead to the diestrous result in vaginal smear after M1 injections.

In our previous study, the elongated mitochondria with branches could be found in granulosa cells, broken down at luteinization in goats^6^. Yet the detailed timing for the shift of mitochondrial dynamics at ovulation remains unavailable. As increased mitochondrial fusion could lead to the formation of hyper-fused branching networks, we focused on the formation of mitochondrial networks in ovarian cells after M1 treatments. In mice, the mitochondrial networks observed in late proestrus already showed a fragmented pattern in the granulosa cells of the matured follicles. However, the stage definition of the cycle and cellular events could be inconsistent between rodents and other mammals. In theca interna cells, the elongated mitochondria were noted after M1 treatments in our 3D ultrastructural analysis. However, similar features could also be observed in the control group during 2D screening. Despite the fact that M1 seemed to promote mitochondrial fusion in various models^12–18^, the M1 injection did not change the mitochondrial network in the mouse granulosa cells and theca interna cells. This might be caused by the drug delivered under physiological conditions in our study, where a homeostasis could be maintained under the mechanism of mitochondrial dynamics. In mouse T cells, mitochondrial fusion was promoted by simultaneous treatments of M1 and the fission inhibitor, Mdivi-1, suggesting the combination of multiple modulators could be necessary to change the mitochondrial networks^16^. In rats, changes in the protein levels of dynamin-related protein 1 (Drp1), the mitochondria fission protein, gradually increased from proestrus to the highest during diestrus^29^. Since the mitochondria showed an inhomogeneous distribution in cells and the ovaries were composed of growing follicles, interstitial cells, and corpus luteum in rodents, specific stains or cell isolation for effective quantitation and structural observation might be necessary to correlate the mitochondrial dynamics among the ovarian cells. As the cycle is changing faster in rodents, more frequent sampling timing for each stage of the estrous cycle might be needed.

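The genes of mitochondrial fusion and fission had log2 fold changes of both signs after M1, 9 positive and 9 negative, with a median of -0.04 (camera adjusted p = 0.736). Dnm1l, the dynamin-related GTPase that divides mitochondria, was at 167 ± 5.09 CPM in the M1 group and 155 ± 21.3 CPM in the Control group (SD, n = 3), a log2 fold change of 0.11 (adjusted p = 0.711 from edgeR). Opa1, which fuses the inner membrane, was at 84.7 ± 9.19 and 106 ± 13.3 CPM (SD, n = 3), a log2 fold change of -0.33 (adjusted p = 0.296 from edgeR). Mfn1, a mitofusin of the outer membrane, had a log2 fold change of -0.27, and Miga1 and Miga2, the mitoguardins, had -0.12 and -0.22. With edgeR 0 of the 18 genes passed over all genes or when adjusted over the list alone, 2 negative ones had an unadjusted p under 0.05, and DESeq2 and limma-voom gave 0.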

Although the mitochondrial networks were maintained, increasing expressions of mitochondrial respiratory complexes were revealed in transcriptome analysis after the M1 treatments, suggesting that M1 could affect the ovarian cycle without completely changing the mitochondrial shape in ovarian cells. M1-induced upregulations of mitochondrial respiratory complexes were also reported in literature, suggesting a specific impact of M1 on ovarian mitochondria^12^. For steroid hormone productions, the pathways of steroid and estrogen biosynthesis were up-regulated in the M1 group. 

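The list for progesterone synthesis holds enzymes and cholesterol carriers and also regulators (Nr5a1, Nr5a2 and Lhcgr). Its 11 genes had a median log2 fold change of 0.20 (camera adjusted p = 0.20), 8 positive and 3 negative. Hsd3b1, the dehydrogenase that makes progesterone from pregnenolone, was at 10080 ± 2140 CPM in the M1 group and 7069 ± 867 CPM in the Control group (SD, n = 3), a log2 fold change of 0.51 (standard error 0.25, adjusted p = 0.345 from edgeR). Cyp11a1, which cleaves the side chain of cholesterol in mitochondria, was at 8480 ± 2890 and 7386 ± 3880 CPM (SD, n = 3), a log2 fold change of 0.20 (adjusted p = 0.852 from edgeR). None of the 11 genes had an unadjusted p under 0.05 by edgeR, and DESeq2 and limma-voom gave 0. The list's median was -0.79, 0.19 and 0.09 in Control libraries 1 to 3 and 0.08, 0.18 and -0.10 in M1 libraries 1 to 3. Without Control mouse 2 the list passed (median 0.49, camera adjusted p = 0.0121), as it did with the coding exon share as a covariate (0.96, adjusted p = 5.43e-08). Only Control library 1 lies among the M1 libraries by that share, so the covariate fit leans mostly on this mouse. Without Control mouse 1 the list's median was -0.03 (adjusted p = 0.981). Genes of cholesterol uptake, transport and its regulation by SREBP had a median of 0.01 over 18 genes (camera adjusted p = 0.995).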

Since the concentrations of serum estradiol remain constant among the groups, the upregulations of mRNA could reflect the early responses of steroidogenic cells in a relatively short period (11 h from the first M1 injection). However, the mechanisms for the up-regulation of the pathways await more studies.

On the other hand, the downregulation of the members in progesterone-mediated oocyte maturation could reflect the inhibitions of the machinery for oocyte development in the organ, accompanied by the down-regulation of ECM molecules, remodeling enzymes, and adhesion signaling under M1 treatments. In cultured mouse ovaries, the appropriate supplies of progesterone were shown to increase follicle growth and oocyte release^30^. Our results suggested the M1 treatments could result in the stagnation of ECM remodeling and follicle growth. In our study, no pathways of apoptosis nor follicular atresia were noted. 

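Among 31 genes of apoptosis, 18 had a positive and 13 a negative log2 fold change after M1, with a median of 0.11 (camera adjusted p = 0.696). Bax, which opens the outer mitochondrial membrane in apoptosis, was at 50.1 ± 6.52 CPM in the M1 group and 29.1 ± 6.01 CPM in the Control group (SD, n = 3). Its log2 fold change was 0.78 (standard error 0.18, adjusted p = 0.195 over all genes and 0.0762 adjusted over the list alone, edgeR). Bbc3, an activator of Bax, had a log2 fold change of 0.72 and the caspase Casp2 of -0.29. With edgeR 0 of the 31 passed over all genes or when adjusted over the list alone, 5 positive and 1 negative had an unadjusted p under 0.05, limma-voom gave 0, and DESeq2 gave 1 higher.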

As we focused on the acute impact of M1 on ovarian tissues, more detailed studies are still needed to clarify the time course of ovarian responses to M1 treatments. 

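Of 26 genes that respond to the surge of luteinizing hormone (LH) and at ovulation, 20 passed the filter on low counts. Of these, 10 had a positive and 10 a negative log2 fold change after M1 (median -0.07, camera adjusted p = 0.903). Pgr, the progesterone receptor that granulosa cells make after the surge, was at 1.44 ± 0.0976 CPM in the M1 group and 2.30 ± 0.424 CPM in the Control group (SD, n = 3), a log2 fold change of -0.67 (adjusted p = 0.318 from edgeR). Adamts1, a protease of the ovulating follicle, was at 31.2 ± 2.9 and 46.0 ± 19.8 CPM (SD, n = 3), a log2 fold change of -0.56 (adjusted p = 0.344 from edgeR). Vegfa (0.67), Runx2 (0.50) and Tnfaip6 (0.88) had positive values. With edgeR 0 of the 20 passed over all genes or when adjusted over the list alone, 2 positive ones had an unadjusted p under 0.05, and DESeq2 and limma-voom gave 0. Pgr was low in both groups, and whether either group had met the surge was not tested. An unchanged response to LH can therefore not be read from these values.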

Although the gene expressions could be regulated by LH in our transcriptome analysis, inhibition of progesterone synthesis and ovulation was evidenced in ex vivo cultures after M1 treatments, suggesting a direct contribution of M1 could occur in the ovaries. The expressions of the progesterone-producing enzyme, HSD3B, were evidenced in theca interna, interstitial cells, and corpus luteum as well, suggesting the multiple sources of progesterone in the mouse^31^. However, the cells under M1 inhibitions remain to be identified in further studies.

In our ex vivo study, although the inhibition of progesterone synthesis and oocyte release showed consistency with our in vivo studies, the dosage of M1 may not cause the response through identical pathways among the models. In cultured steroidogenic cells, the promotion or inhibition of steroidogenesis could depend on the dosage of the mitochondrial fission inhibitor, Mdivi-1^10^. As the detailed information on organ culture remains to be established. More experiments were necessary to confirm the detailed relationships among various models.

Mitochondria could serve as the pivot point for steroidogenic cells in reproductive systems. As the site for steroidogenic enzyme reactions, mitochondria need to get their functions balanced. In MA-10 cells, cAMP stimulation was shown to increase cellular respiration and mitochondrial membrane potential^32^. The inhibitions of electron transport, disruptions of intramitochondrial pH values, or the dissipations of mitochondrial membrane potential were sufficient to result in a decreasing progesterone production independently from the activities of mitochondrial steroidogenic enzymes^32^. While stress-induced mitochondrial biogenesis was evidenced in the Leydig cells of the rats^33^, estrous cycle changes have been linked to environmental factors^34,35^. For example, a lengthening diestrous phase could be found in the rat after seven days of hypoxia exposure^36^. To our knowledge, the mitochondrial fusion promoter, M1, was first reported to interfere with the functions of female reproductive systems in our study. Although the gene expression profiles showed a specific response to M1 in ovarian mitochondria, more linkages between mitochondria and ovarian functions are needed.

In conclusion, the effects of M1 in the late proestrus caused the vaginal smear to mimic the diestrus stage. In the ovary, M1 could lead to inhibition of ECM remodeling and cell adhesion signalings, which is accompanied by a decrease in serum LH and progesterone. The inhibited follicle growth could lead to a lower number of ovulated oocytes after the M1 treatments. Although the M1 treatments promote the expression of mitochondrial respiratory complexes, the treatment could not change the mitochondria shape in the steroidogenic cells at matured follicles. More detailed studies remain necessary to clarify the role of mitochondrial dynamics in ovarian cycles.

## Methods

### Animals

In this study, 8-week-old female ICR mice (obtained from BioLASCO) with the average weight of 25 g were housed at 25 ± 2℃, with an approximate 50–60% relative humidity and 12-h light/12-h dark cycle. Diets and water are freely accessed. Mice were acclimated for two weeks before the treatments started and placed in cages according to their experimental groups. Males were also presented in the same room to enhance the regular cycles^7^. Each cage contained 4–6 mice and was provided with enrichment (i.e. plastic tube, shredded paper, etc.). The cages were cleaned and checked every week. After the treatment, the mice were anesthetized with 2.5% avertin (0.15 mL/10 g) through intraperitoneal injection and sacrificed by cervical dislocation. All methods were also performed in accordance with ARRIVE guidelines. All the operations and the usage of animals followed the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publications No.8023, advised 1978), and were approved by National Taiwan University Institutional Animal Care and Use Committee (NTU-108-EL-00112).

### M1 injection and cycle determination

The mouse estrus cycle was determined by a daily vaginal smear. To collect the cells for examinations, vaginal lavages were performed by flushing the vagina with 100 µl of saline water. The cells collected in the solution were dispersed onto a glass slide and stained using toluidine blue O (TBO)^7^. After 2 regular cycles were observed, additional smears were conducted at 8:00 on the day of the predicted proestrus. The 10 days M1 (SI-SML0629, Sigma-Aldrich, 1 mg/ml in 5% DMSO/10% Tween80/85% 1xPBS solution, 10 mg/kg BW) treatment^17^ was given after the mouse has been assured in the proestrus stage. The M1 treatment was given at 9:00 and 16:00 through IP injections. A daily vaginal smear was continued at 12:00 to observe the impact of the treatment. To observe the longer impact of the drug, 10-day treatments and vaginal smear were performed in accordance with the same treatment schedule. While to observe the acute impact of the drug, 1 day M1 treatment was performed using the same treatment and vaginal smear schedule. The serums and ovaries were collected before (8:00, P8) and after the treatments (20:00, M1 or control). The ovaries of each group were sampled for electron microscopy observation (n = 4 for each group) and for next-generation sequencing (n = 3 for each group). At the same time, the serums were collected to perform the enzyme-linked immunosorbent assays (ELISA) for the concentrations of hormones.

### ELISA

The concentration of progesterone in the serum and ovarian tissue culture medium of the mice at each stage was measured using a progesterone ELISA established in our laboratory^37^. The serum and medium estradiol were measured using Mouse Estrogen ELISA Kit (ab285291, Abcam), while the serum LH was measured using ELISA Kit for mouse luteinizing hormone (CEA441Mu, Cloud-Clone Corp., USA). All standards and samples were assayed in duplicate. The Student’s t-test was performed to identify significant differences (*P* < 0.05) between groups.

### Ultrastructural observation

After sampling, the ovaries were immediately immersed in precooled fixative containing 4% (w/v) paraformaldehyde (PFA) and 2.5% (w/v) glutaraldehyde (GA) in 0.1 M sodium phosphate buffer (PB, pH 7.3). The tissues were then dissected and trimmed into small cubes (< 1 mm^3^) in the fixative. The tissues were fixed overnight at 4 °C and further subjected to a standard protocol of post-fixation (1% Osmium tetroxide in 0.1 M PB for 90 min), dehydration, and embedding (Spurr’s medium). Semi-thin Sects. (500 nm) were cut and stained with TBO for light microscopy. The matured antral follicles without the signs of atresia were selected for further observations. Ultra-thin sections were collected on the cupper slot grids with carbon support films and the grids were stained with Reynold’s lead citrate for 4 min. The 2D images of mitochondria were acquired using a transmission electron microscope (TEM, FEI Tecnai G2 TF20 Super TWIN) operating at 120 kV. To screen the specimen, at least 3 blocks from different individuals were observed for each group. For electron tomography, serial Sects. (200 nm) through the target cells were obtained^38^. Double-tilt electron tomography was performed with an FEI Tecnai TEM operating at 200 kV. The mitochondrial volume was reconstructed, combined, and joined with eTomo^39^, while the segmentation and visualization of mitochondrial 3D structures were manually performed in Amira software (Thermo Fisher Scientific Inc.).

### RNA extraction

For each individual, both ovaries were collected and homogenized together for RNA extractions. Total RNA was extracted using the Trizol reagent (Invitrogen, CA, USA). The extraction results were evaluated in SimpliNano™—Biochrom Spectrophotometers (Biochrom, MA, USA) and Qsep 100 DNA/RNA Analyzer (BiOptic Inc., Taiwan).

### Library preparation and sequencing

For each sample, 1 μg total RNA was used to generate the sequencing library with KAPA mRNA HyperPrep Kit (KAPA Biosystems, Roche, Basel, Switzerland). Briefly, magnetic oligo-dT beads were used to purify the mRNA from total RNA. The fragmentation of captured mRNA was achieved in KAPA Fragment, Prime, and Elute Buffer (1x) according to the manual suggestions. First-strand cDNA was synthesized with the primer of the random hexamer. The cDNA-RNA hybrids were then converted into double-stranded cDNA (dscDNA) with dsDNA adapters. The library fragments were purified through the KAPA Pure Beads system (KAPA Biosystems, Roche, Basel, Switzerland) for the cDNA fragments at 300 ~ 400 bp in length. The molecules with adapter sequences at both ends were amplified in KAPA HiFi HotStart ReadyMix (KAPA Biosystems, Roche, Basel, Switzerland) with amplification primers. The PCR products were purified with the KAPA Pure Beads system. The library quality was assessed on the Qubit@ 2.0 Fluorometer (Thermo Scientific) and Agilent Bioanalyzer 2100 system. The sequencing was performed on the Illumina NovaSeq6000 platform and 150 bp paired-end reads were generated.

### Data analysis

The raw data in FASTQ format were firstly checked in FastQC and MultiQC^40^. The adaptor sequences, low-quality reads and bases were removed in Trimmomatic (v.0.38)^41^. The clean reads were aligned to the mouse reference genome (GRCm38) in HISAT2 software (v 2.1.0)^42,43^. The mapped reads for each gene were counted in FeatureCounts (v2.0.0). The DEGs and PCA between the M1 group and Control group were obtained with DESeq2 (v 1.26.0)^44,45^. To control the FDR, the *P*-adjust values were generated from the *P*-values using Benjamini and Hochberg’s approach. The DEGs with *P-*adjust below 0.05 and fold changes above 1.5 were selected. The GO and KEGG pathway analysis was conducted using clusterProfiler (v3.14.3)^46–48^. GSEA was performed with 1000 permutations to identify the activated metabolic pathways from the Gene Set Knowledgebase (GSKB)^49^.

### Ovarian tissue culture

The estrus cycle of the mice was determined using a vaginal smear, and the ovary will be collected during proestrus^50^. The ovaries were trimmed into four pieces and placed on top of 30 mm cell culture inserts in 3.5 cm dishes filled with 1 mL of culture medium. The tissues are cultured in an incubator (5% CO_2_ and 37 °C). Two types of mediums were used for the culture. Medium A contained fetal bovine serum (FBS, 5% v/v), FSH (100 mU/mL, SI-F4021, Sigma-Aldrich), LH (10 mU/mL, SI-L6420, Sigma-Aldrich), and penicillin–streptomycin (penicillin, 100 U/mL; streptomycin, 100 mg/mL) in minimum essential medium alpha (MEM-alpha, 12571063, Gibco). Medium B contained 5% FBS, 100-mU FSH, 100-mU LH, 100-U/mL penicillin, and 100 mg/mL streptomycin in MEM-alpha. Medium B was used to produce LH surges every four days, and the culture lasted for ten days (2 full cycles)^50^. For the M1 treatment, the drugs were dissolved in DMSO (1 mM) together with medium B in a final concentration of 50 μM. The medium was daily sampled to perform progesterone ELISA. The number of oocytes ovulated for each group was calculated through microscopic observations.

### Statistical Analysis

In our ELISA procedure, all standards and samples were assayed in duplicate. The Student’s t-test was performed to identify significant differences (P < 0.05) between groups. The number of ovulated oocytes were also calculated. Results are expressed as the mean ± standard error of the mean (SEM). Group results were compared using analysis of variance; P < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Video 1.

Supplementary Video 2.

Supplementary Video 3.

Supplementary Video 4.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE213529.

# Supplementary material for: The injections of mitochondrial fusion promoter M1 during proestrus disrupt the progesterone secretion and the estrous cycle in the mouse
**Source:** Sci Rep. 2023 Feb 10;13:2392. doi: 10.1038/s41598-023-29608-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

The Injections of Mitochondrial Fusion Promoter M1 during Proestrus Disrupt the Progesterone Secretion and the Estrous Cycle in the Mouse.

Yovita Permata Budi^{1,2}, Meng-Chieh Hsu³, Yi-Chun Lin⁴, Yue-Jia Lee⁵, Hsin-Yi Chiu^{6,7,8,9}, Chih-Hsien Chiu³, Yi-Fan Jiang^{1,2*}

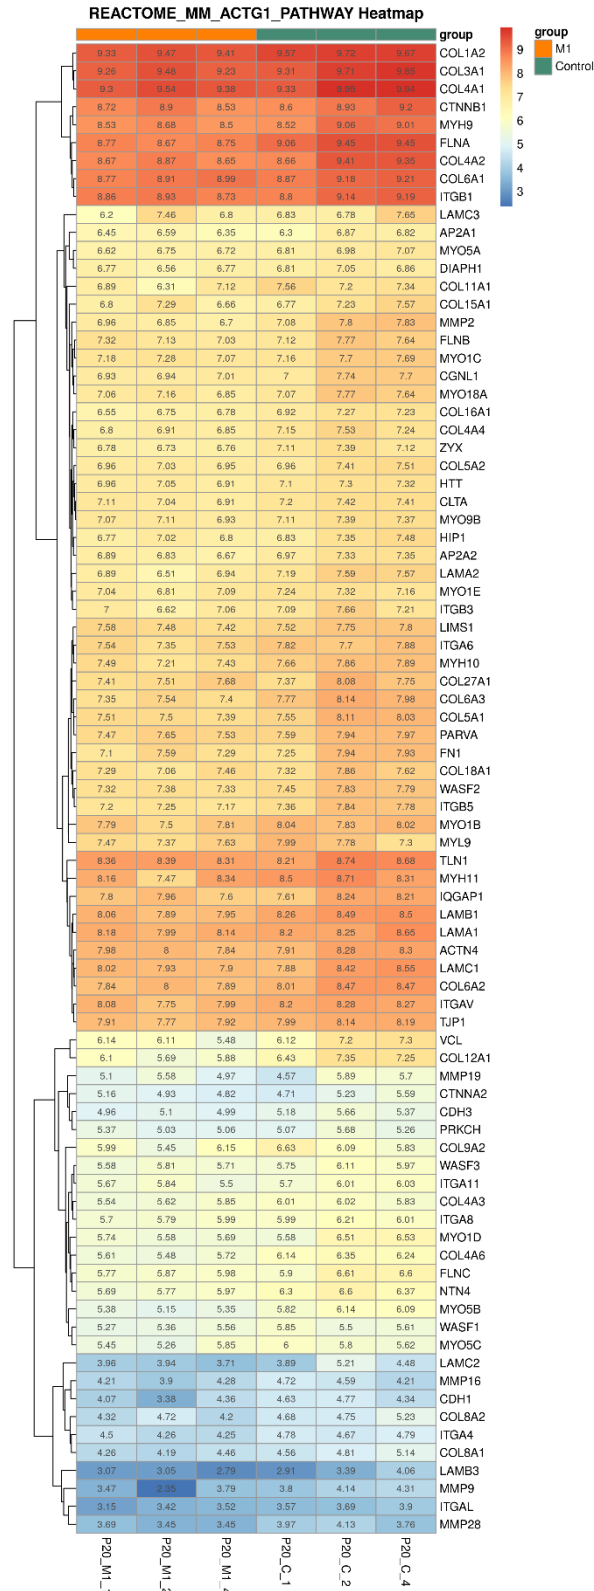

Figure S1. The heatmap of the genes in ACTG1 pathway. The pathway was obtained in gene set enrichment analysis (GSEA). The expression levels were normalized and shown as relative log expression (RLE).

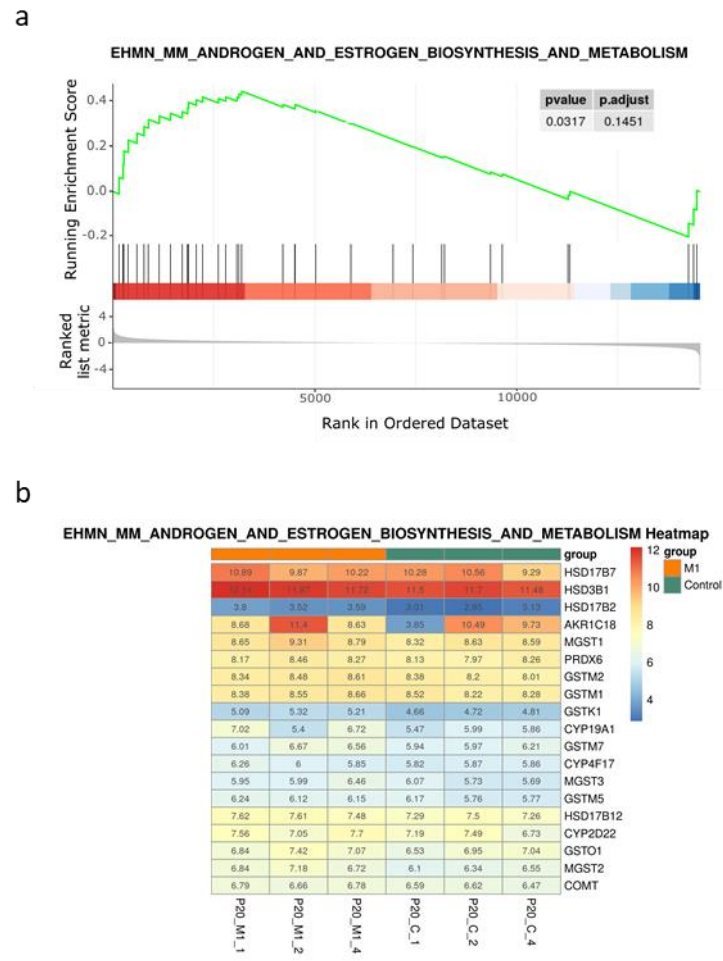

Figure S2. The GSEA plot (a) and heatmap (b) for the genes related to estrogen biosynthesis. The expression levels were normalized and shown as relative log expression (RLE).

Table S1. Mapping summary of reads.

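Table S1 gives, for each library, the number of reads, how many were unmapped or mapped once, and where their tags fell, such as coding exons, untranslated regions and introns. Such shares describe the make-up of a library before genes are counted. The counts per gene that were tested cover only the reads assigned to a gene, 12536440 to 18651402 per library (median 15209214).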

Table S2. Differently expressed genes between M1 and Control groups.

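Each line of Table S2 holds a gene with its normalized counts, mean level, log2 fold change of M1 over Control, standard error and p-values from DESeq2. The part of it used here holds 1768 of the paper's 14645 genes. Over these genes the log2 fold changes of the table and those of DESeq2 run on the deposited counts differed by at most 0.018. The ratio of their standard errors had a median of 0.999 and ran from 0.67 to 3.53. At an adjusted p under 0.05 and a fold change above 1.5, DESeq2 run on the deposited counts called 50 of the 1768 genes and shared 27 with the calls of the table.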

Table S3. Gene Ontology analysis of differently expressed genes between M1 and Control groups.

Table S4. KEGG pathway analysis of differently expressed genes between M1 and Control groups.

Table S5. The list of mouse metabolic pathway from GSEA.

Movie S1. Serial-section electron tomography of the mitochondria in granulosa cells from a matured follicle in the control group. The sample was collected after the control treatment on the evening of proestrus.

Movie S2. Serial-section electron tomography of the mitochondria in granulosa cells from a matured follicle in the M1 group. The sample was collected after the M1 treatment on the evening of proestrus.

Movie S3. Serial-section electron tomography of the mitochondria in theca interna cells from a matured follicle in the control group. The sample was collected after the control treatment on the evening of proestrus.

Movie S4. Serial-section electron tomography of the mitochondria in theca interna cells from a matured follicle in the M1 group. The sample was collected after the M1 treatment on the evening of proestrus.

How the deposited data were processed for this re-analysis (not part of the article)

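Ovarian RNA was measured in 3 Control mice and 3 mice injected with M1 at 10 mg/kg, with 1 library per mouse, and the groups were taken from the sample labels. The authors checked the reads with FastQC and MultiQC, trimmed them with Trimmomatic 0.38, aligned them with HISAT2 2.1.0 to GRCm38 and counted them per gene with featureCounts 2.0.0. The deposited counts are whole numbers without normalization. The deposited TPM values were made by the authors from the counts and a length per gene, scaled to the same sum in every library. The deposited FPKM values were made by the authors from the same counts and lengths, scaled by gene length and assigned reads. The lengths recovered from counts and FPKM equalled the exon union of GENCODE vM21 within 1 base for 100% of the 33353 genes with a count. The counts were used for all tests, the TPM for an alternative, and the FPKM only to recover lengths.

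Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were kept by edgeR's filterByExpr with its minimum count of 10 and minimum total of 15. M1 was compared with Control by edgeR's quasi-likelihood test with TMM normalization, and Benjamini-Hochberg adjusted p-values under 0.05 with a fold change above 1.5 were called. All adjusted p-values of genes and lists come from edgeR unless DESeq2, limma or fgsea is named, and camera is the implementation in edgeR and limma. The common biological coefficient of variation was 0.257. Depth ran from 12536440 to 18651402 assigned counts per library. The edgeR test, camera and the gene length offset were tested on simulated data with the real genes, depths and spread, each gene drawn independently. Principal components were computed from log2 CPM with a prior count of 2, without scaling, and the groups were compared on each component by an exact permutation test.

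The 43 gene lists cover mitochondrial complexes and processes, cholesterol and steroid synthesis, responses to gonadotropins, matrix, adhesion and cytoskeleton, stress responses, the circadian clock and markers of ovarian and other cell types. For each list camera with a preset correlation of 0.01 was run, and members were counted that passed over all genes and when adjusted over the list alone. Genes named in the text are those the paper names, up to 5 members of each list with the smallest p, and up to 10 called genes per direction with the largest fold change, a symbol, a mean of at least 1 CPM and no overlap between the groups. Not every gene that the rule allows is named, and a list member among them is not reported here. Genes of the heat maps are named or counted where a panel is described, and their values in the paper had been seen. Since edgeR called no gene with a symbol, the same rule was applied to the DESeq2 calls after the values were seen.

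Alternatives were RLE size factors, DESeq2, limma-voom, no filter beyond 1 count, at least 10 counts in every library, a replicate block, offsets for gene length and for GC content (lowess span 0.5), the gene length offset with the block, the coding exon share of Table S1 as a covariate, each library left out, the authors' TPM with a pseudocount of 1, no fold change minimum, a test against a fold change of 1.5, camera with an estimated correlation, fgsea, and 10000 random lists matched on length and expression. Copies of the called pseudogene were sought with blastn 2.17.0 among the transcripts of GENCODE vM21. The sample labels give the age of the mice as 10 weeks, and the paper gives 8 weeks with a period of acclimation before treatment. GO terms, KEGG pathways and the gene sets of the study's database were not analysed here, and Table S2 was used for 1768 of its genes.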

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

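Of the tests below, the position of each library over the 500 genes of smallest p was chosen after the results were seen. The groups in the next 5 sentences passed camera on genes the paper does not discuss. Mitochondrial ribosome proteins had a median log2 fold change of 0.24 over 75 genes (camera adjusted p = 2.75e-07, and adjusted p = 0.719 with an estimated correlation). Genes of the integrated stress response had a median of 0.39 over 15 genes (camera adjusted p = 0.0302, and adjusted p = 0.799 with an estimated correlation), which was 0.27 without Control mouse 1 (adjusted p = 0.321) and 0.09 without M1 mouse 2 (adjusted p = 0.531). Immediate early and heat shock genes had a median of 0.68 over 21 genes (camera adjusted p = 8.25e-04, and adjusted p = 0.708 with an estimated correlation), and of 0.41 without Control mouse 1 (adjusted p = 0.186). Oocyte markers had a median of -0.50 over 22 genes (camera adjusted p = 9.6e-06, and adjusted p = 0.708 with an estimated correlation), and of -0.32 without Control mouse 1 (adjusted p = 0.073). Markers of smooth muscle and pericytes had a median of -0.30 over 14 genes (camera adjusted p = 0.0121, and adjusted p = 0.708 with an estimated correlation), of -0.24 without Control mouse 2 (adjusted p = 0.0938) and of -0.19 without M1 mouse 1 (adjusted p = 0.175). The pseudogene ENSMUSG00000118353, which the paper does not discuss, had a log2 fold change of 2.94 by edgeR.

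Nuclear respiratory chain genes were higher after M1, with a median log2 fold change of 0.41. With an offset for gene length the median was 0.22 and the camera adjusted p 3.25e-06, and the median without the offset lay at percentile 99.98 of 10000 random lists matched on length and expression, whose own middle was 0.26, so gene length argues for part of the size but not for the whole. With an offset for GC content the adjusted p was 3.09e-16, which argues against GC content. The real grouping was the 1 of 10 splits of the 6 libraries with a median as far from 0, and the highest of the others was 0.33, but 10 splits are too few for a share under 0.05. An effect of M1 on these genes may be present as a hypothesis, and it stays open together with the correlation between the genes (adjusted p = 0.708 with an estimated correlation).

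Matrix and adhesion genes were lower after M1, with medians of -0.42 and -0.25 (adjusted p = 0.708 for both with an estimated correlation). With an offset for gene length both lists passed camera (larger adjusted p = 0.0148), and their medians lay at percentiles 0 and 0.24 of matched random lists, which argues against gene length as the whole cause. With the coding exon share of each library as a covariate neither list passed (adjusted p = 0.176 and 0.802). This share also differs between the groups, and only Control library 1 (55.18%) lay within the range of the M1 libraries (52.62% to 55.57%). The fit therefore leans mostly on Control mouse 1 against the M1 mice. The make-up of Control libraries 2 and 3 stays a candidate explanation that this fit cannot decide, and both lists passed without either library. For the matrix list 2 of 10 splits gave a median as far from 0, the highest other at 0.43, for the adhesion list 3 did, the highest other at 0.26, and 10 splits are too few for a share under 0.05. An effect of M1 stays open beside the make-up of the libraries and a lower share of smooth muscle and pericytes, which was not tested. For the markers of smooth muscle and pericytes 3 of 10 splits gave a median as far from 0. Markers of fibroblasts and stroma had 6 positive and 6 negative fold changes (camera adjusted p = 0.716).

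Control mouse 1 lay near M1 mice 1 and 3 on the first principal component. Over 778 of the 782 genes called without it, those tested with all libraries too, its median position was 0.765 on the line from the other Control mice (0) to the M1 mice (1), with quartiles of 0.528 and 0.961, and over the 500 genes of smallest p the other 5 libraries, each left out in turn and placed from the rest of its own group (0) to the other group (1), lay between 0.09 and 0.395, against 0.768 for Control mouse 1. It kept the Control level of the pseudogene on chromosome 19 (6.42 CPM, against 34.2 to 40.9 CPM in the M1 mice), of Slc25a48 (4.58 against 1.36 to 1.47 CPM), of Gucy2e (4.31 against 0.70 to 1.56 CPM) and of Uqcrq (86.3 against 129 to 160 CPM). On the second component it lay at -42.45, beyond the other Control mice and away from the M1 mice. The pseudogene was also called without Control mouse 1, so its level in that mouse did not decide its choice, but it is 1 gene of the 782. The other genes were picked with Control mouse 1 among the Control mice, and the component was computed with it. A wrong label and a Control ovary of another state therefore cannot be told apart. The real grouping called 1 gene and 5 of 10 splits called as many, and the highest other called 29, with Control mouse 1 and M1 mice 1 and 3 on one side, which points to a structure of the samples. The 10 splits are too few for a share under 0.05, and no biological explanation of this grouping was tested.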

How the results depend on the processing

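The counts at other adjusted p levels and the rotation test fry were chosen after the results were seen. Calls of single genes moved most with the test, the filter and the libraries used. DESeq2 called 198 genes higher and 228 lower, and no filter on low counts gave 77 and 78. With RLE size factors, limma-voom, at least 10 counts in every library, the gene length offset, the GC offset, the TPM (where the median of all genes shifts by -0.15), no fold change minimum and a test against a fold change of 1.5, the counts were 1 and 0. With the coding exon share as a covariate they were 0 and 0. Leaving out 1 library gave 0 to 230 genes higher and 0 to 552 lower, the highest counts without Control mouse 1. At an adjusted p under 0.2 edgeR gave 150 and 165 genes and under 0.25 it gave 463 and 559. The cause of these changes was not tested.

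With a replicate block, mice of the same number being taken as pairs, 0 genes were called higher and 0 lower, also with the gene length offset. Same-numbered libraries correlated at 0.067, 0.106 and -0.255 after the group means were removed, and not every library correlated best with its own number, so the numbers were not used as pairs. In the block with the gene length offset progesterone-mediated oocyte maturation had a median of -0.11 (camera adjusted p = 0.109). Without that offset the block changed no call of the lists that the comparisons of the study rest on.

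Across leaving out 1 library, the medians ran from 0.34 to 0.51 for the nuclear respiratory chain, from 0.27 to 0.79 for cholesterol biosynthesis (not past camera without Control mouse 1, adjusted p = 0.121), from -0.61 to -0.35 for the extracellular matrix, from -0.41 to -0.19 for integrins and focal adhesion, from -0.18 to -0.12 for progesterone-mediated oocyte maturation, from -0.0058 to 0.30 for androgen and estrogen genes (past camera without M1 mouse 2) and from -0.05 to 0.12 for the LH surge. With an estimated correlation 5 of these lists no longer passed, and fry, which asks whether a list changed at all and not whether it changed more than other genes, did not pass them either, at medians of 0.41, 0.56, -0.42, -0.25 and -0.15 for the respiratory chain, cholesterol, matrix, adhesion and progesterone-mediated lists (fry adjusted p = 0.224, 0.376, 0.317, 0.376 and 0.224). Progesterone-mediated oocyte maturation also did not pass with the gene length offset (median -0.12), with the coding exon share (-0.056, adjusted p = 0.104) or against matched random lists (-0.15, adjusted p = 0.0516). With the coding exon share, a fit that leans mostly on Control mouse 1, the matrix median was -0.078 and the adhesion median 0.032. The direction of the camera test turned, with a pass, with this covariate for the cytosolic ribosome (-0.12), cholesterol uptake (0.57), FSH-dependent granulosa genes (-0.36) and macrophage markers (0.72), and on leaving out a library for granulosa markers (-0.20 to 0.26, the highest without M1 mouse 2) and erythrocyte markers (-0.99 without M1 mouse 1 to 1.53 without M1 mouse 2). The cause was not tested. The first principal component held 34.28% of the variance over 500 genes, 38.31% with scaled genes and 34.81% with a prior count of 0.5. In simulated counts with the depth, spread and 3 libraries per group of this study, but with independent genes, edgeR recovered 18% of the genes changed 2-fold.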

Differences from the paper's values

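The paper reports 245 differentially expressed genes at an adjusted p under 0.05 and a fold change above 1.5, and edgeR gave 1 at these thresholds. Of these the paper reports 134 as down-regulated and 111 as up-regulated, against 0 and 1 here. Among the alternatives set before the data were examined, the number higher was within 1.5 times the paper's with no filter on low counts (77), and for the total and the number lower none of them was. DESeq2, the paper's tool in version 1.26.0 and run here in version 1.42.0, gave 426 genes, 228 lower and 198 higher. With edgeR at an adjusted p under 0.2, a level chosen after seeing the values, the counts were 315, 165 and 150, and of 28 genes called in the part of the paper's Table S2 used here 6 were dropped.

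The paper's Fig. 4a shows about 17% of the variance on the second principal component, read by eye, and 26.34% was found here. With 500 genes of highest variance (22.56%) and with scaled genes (25.5%) the value was within 1.5 times the paper's, and with a prior count of 0.5 (26.15%) and RLE size factors (26.36%) it was not.

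In Table S2 the column of mean levels lay within 1% of the mean of the 6 normalized counts beside it in 182 of 1768 genes, and the ratio ran from 0.77 to 17.0. Of 36 named genes with a value in that part, 0 differed from the edgeR value in sign or by more than the larger of the table's and edgeR's standard errors, and over all alternatives together 42 values for these genes did.

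The paper describes the libraries as clustered within their groups, with variation between the replicates. Here every M1 ovary lay above every Control ovary on the second component, but Control mouse 1 lay nearer to M1 mice 1 and 3 (root mean square log2 differences of 0.619 and 0.604) than to Control mice 2 and 3 (0.763 and 0.752), while Control mice 2 and 3 lay nearest to each other (0.557). The paper gives NDUFB8 and COX5A as examples of the activated sets. Of the nuclear subunits 33 of 36 in complex I and 10 of 11 in complex IV were positive here. Ndufb8 had a log2 fold change of 0.11 and Cox5a of -0.06 and neither passed, while Ndufa13 (0.54) and Ndufc1 (0.79) rose when adjusted over the list alone. The paper counts remodelling enzymes among the lower genes, and the list of these enzymes and their inhibitors had a median of -0.20, which did not pass (camera adjusted p = 0.147), but it passed with DESeq2 (adjusted p = 0.0223), without Control mouse 1 (-0.33, adjusted p = 0.0143) and against matched random lists (adjusted p = 0.0476), and with no other alternative.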

Other observations

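The test of the pseudogene's copies was chosen after the gene was called, and genes named from the DESeq2 calls were chosen after the values were seen. Markers of the oocyte were lower in the M1 ovaries, with 21 of 22 negative (camera adjusted p = 9.6e-06, adjusted p = 0.708 with an estimated correlation, and 0.073 without Control mouse 1). The real grouping and 1 other, 2 of 10 splits of the libraries, gave a median as far from 0, the other at 0.63, and 10 splits are too few for a share under 0.05. Nlrp5, a maternal-effect gene needed by the early embryo, fell from 82.5 ± 18.3 CPM in the Control group to 33.0 ± 11.5 CPM after M1 (SD, n = 3, adjusted p = 0.0223 adjusted over the list alone, edgeR). Nlrp14 (-1.02), Nobox (-0.81), a homeobox factor of follicle growth, and Padi6 (-0.84) also fell when adjusted over the list alone. Over all genes 0 passed with edgeR or limma-voom, 9 had an unadjusted p under 0.05, and DESeq2 gave 4 lower. The median of the list was 0.72, 0.14 and -0.05 in Control libraries 1 to 3 and -0.11, -0.69 and 0.01 in M1 libraries 1 to 3, and without Control mouse 1, 1 gene fell when adjusted over the list alone.

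Immediate early genes, switched on within minutes of a stimulus, included Ier2 at 89.0 ± 52.3 CPM after M1 and 28.4 ± 5.72 CPM in the Control group (SD, n = 3) and Fos at 37.4 ± 25.5 and 12.2 ± 2.91 CPM (SD, n = 3). The rise of both was absent from M1 mouse 2 (Ier2 at 30.2 and Fos at 8.18 CPM), and the list's median was 0.45, -0.03 and 0.51 in M1 libraries 1 to 3. Of the 21 immediate early and heat shock genes, 0 passed with edgeR over all genes or over the list alone, 5 had an unadjusted p under 0.05, limma-voom gave 0, and DESeq2 gave 2 higher. Atf4, a transcription factor of the integrated stress response, had a log2 fold change of 0.62 and Ddit4, one of its targets, of 0.64, while Slc7a11, a cystine transporter, had -0.74. Mrpl51 (0.68) and Mrps21 (0.66) had the smallest p among 75 mitochondrial ribosome proteins, of which 64 were positive, 20 had an unadjusted p under 0.05 and 0 passed with edgeR or limma-voom, and DESeq2 gave 2 higher. Proteins of the cytosolic ribosome had a median of 0.13 (camera adjusted p = 0.0836), which passed without Control mouse 1 (0.26, adjusted p = 1.77e-04) and without M1 mouse 1 (0.30, adjusted p = 2.95e-05).

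Cell type markers other than those of the oocyte and of smooth muscle did not pass camera. The medians were 0.01 for granulosa cells, -0.05 for theca and interstitial cells, 0.35 for the corpus luteum (adjusted p = 0.155), 0.00 for fibroblasts and stroma, 0.11 for endothelium, 0.08 for macrophages, 1.17 for neutrophils over 3 genes (adjusted p = 0.0555), -0.15 for lymphocytes, 0.75 for erythrocytes, -0.06 for the surface epithelium, 0.04 for the oviduct and 0.09 for adipocytes. The corpus luteum list had medians of -0.98, 0.45 and -0.08 in Control libraries 1 to 3 and of 0.35, 0.40 and -0.18 in M1 libraries 1 to 3, and its fold change was 0.02 without Control mouse 1 (adjusted p = 0.949) and -0.15 without M1 mouse 2 (adjusted p = 0.379). It passed without Control mouse 2 (0.49, adjusted p = 0.00494), without Control mouse 3 (0.48, adjusted p = 0.0486) and without M1 mouse 3 (0.53, adjusted p = 0.0195), and with all libraries against matched random lists (adjusted p = 0.0086), with the authors' TPM (adjusted p = 0.0464) and with the coding exon share as a covariate (1.33, adjusted p = 1.97e-09). The covariate fit leans mostly on Control mouse 1, where these markers were lowest. The neutrophil list passed without Control mouse 1 (1.66, adjusted p = 0.0424), without Control mouse 3 (1.06, adjusted p = 0.0226) and without M1 mouse 2 (1.31, adjusted p = 0.0146), and with no filter on low counts (adjusted p = 0.0252), the GC offset (adjusted p = 0.0444) and the authors' TPM (adjusted p = 0.0118). The granulosa list passed without M1 mouse 2 (0.26, adjusted p = 0.0199), and the erythrocyte list without M1 mouse 1 (-0.99, adjusted p = 0.0131). Genes that FSH maintains in preovulatory granulosa cells had a median of 0.07 (adjusted p = 0.736), and 0.32 without M1 mouse 2 (adjusted p = 8.1e-04). Further lists that did not pass were the TCA cycle (0.08), regulators of mitochondrial biogenesis (-0.05), NRF2 targets (0.01), aryl hydrocarbon receptor targets (0.11) and the circadian clock (0.04).

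Libraries differed in granulosa markers along another line than the treatment. The list's median was 0.43, -0.18 and -0.20 in Control libraries 1 to 3 and 0.18, -0.69 and 0.33 in M1 libraries 1 to 3, and with Control mouse 1 and M1 mice 1 and 3 set against the other 3 mice the median log2 fold change was 0.81.

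The pseudogene on chromosome 19 may take reads from a near-identical transcript. Of 6 genes that match it at 95% identity or more over at least 0.5 of its length, 2 were tested, and the largest rise among them was -0.087 CPM (Gm6451), against a rise of 33.5 CPM in the pseudogene itself. Nsa2 was at 125 ± 12.3 CPM in the M1 group and 139 ± 35.0 CPM in the Control group (SD, n = 3), so no tested copy rose by as much. This argues against a rise of such a transcript as the source. Reads shifted from Nsa2 to the pseudogene would instead lower Nsa2, whose mean was lower after M1 within its spread. Such a shift of reads was not tested and stays open.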
